# Longitudinal Study of Transcriptomic Changes Occurring over Six Weeks of CHOP Treatment in Canine Lymphoma Identifies Prognostic Subtypes

**DOI:** 10.3390/vetsci11110540

**Published:** 2024-11-05

**Authors:** Miles W. Mee, Sydney Faulkner, Geoffrey A. Wood, J. Paul Woods, Dorothee Bienzle, Brenda L. Coomber

**Keywords:** dog, RNA-Seq, hemolymphatic disorders, gene expression, cancer

## Abstract

The majority of canine lymphoma patients treated with the standard of care, the CHOP chemotherapy protocol, initially achieve remission but eventually relapse with a multi-drug-resistant phenotype. This study assesses gene expression profiles of canine lymphoma tumor cell populations using RNA-Seq data from 15 matched patient samples taken prior to treatment and again six weeks into treatment with CHOP. Two distinct clusters were present in the t-SNE dimensionality reduction of the gene expression profiles. There was a significant difference in progression-free survival (PFS) between the cluster groups, with a median of 43.5 days in a group of six patients and 185 days in another group of nine patients. Comparing the group with shorter PFS to the group with longer PFS, we identified 265 significantly enriched GO:BP terms in 3874 significantly up-regulated genes and 740 significantly enriched GO:BP terms in 3236 significantly down-regulated genes. Comparing the six-week timepoint against the initial timepoint, in the group with longer PFS, we identified 277 significantly enriched GO:BP terms in 413 significantly up-regulated genes and 222 significantly enriched GO:BP terms in 267 significantly down-regulated genes. In the group with shorter PFS, we only identified 27 significantly differentially expressed genes, for this comparison. We found DNA damage response genes to be enriched in the down-regulated genes in both comparisons. These results identify and characterize two transcriptionally distinct groups of canine lymphoma patients with significantly different responses to CHOP chemotherapy.

## Simple Summary

The standard of care for canine lymphoma is the CHOP chemotherapy protocol. The majority of patients initially achieve remission but eventually relapse with a multi-drug-resistant phenotype. We identified two transcriptionally distinct groups of canine lymphoma with a significant difference in progression-free survival. We describe the transcriptional differences between the two groups and how their transcription profiles change over the course of six weeks of CHOP treatment. These results contribute to the understanding of how canine lymphoma tumor cell populations respond to CHOP therapy.

## 1. Introduction

Canine lymphoma (cL) is the most common hemolymphatic neoplasm in dogs, occurring at an estimated incidence of about 20–100 per 100,000 dogs [1,2,3]. Both canine and human non-Hodgkin lymphoma have similar clinical presentation, molecular biology, therapy, and treatment response, making dogs an effective comparative model [4,5,6]. The World Health Organization classification of human lymphoma uses morphology, topography, immunophenotype, and clinical progression to define more than 30 distinct subtypes [7]. This classification scheme has been modified for canine lymphomas [8]. More broadly, three main prognostic molecular subgroups of canine lymphoma have been identified [9]. Ordered from worst to best prognosis, they include high-grade T-cell, B-cell lymphoma, and low-grade T-cell lymphoma [9].

The treatment for both human and canine lymphoma is mostly standard across subtypes, consisting of a multi-agent chemotherapy protocol of Cyclophosphamide, Hydroxydaunorubicin (doxorubicin), vincristine (Oncovin), and Prednisone (CHOP), with the addition of Rituximab in humans [10,11]. Generally, CHOP causes cell arrest and apoptosis by damaging DNA [12,13,14,15]. Variations in timing and dosage of CHOP have been explored [16]. Other chemotherapies and combinations of chemotherapies, including with agents of CHOP, have also been explored and reviewed [17]; however, CHOP remains the most common treatment for cL. Most cL patients have a high initial response rate to CHOP, with 70% to 85% of dogs achieving remission [18,19]. The duration of remission for cL patients treated with CHOP varies, with a median period of seven to ten months, but the majority of patients relapse and die within two years [18,19].

Many cancers, including cL, respond to chemotherapy treatment initially but relapse with a multi-drug-resistant phenotype [20]. When introduced to treatment-naive, heterogeneous tumor cell populations, the selective pressure of chemotherapeutic agents results in clonal evolution [21]. Chemoresistant subclones within the larger chemosensitive tumor cell population continue to proliferate despite exposure to chemotherapeutic agents, overtaking the initial tumor cell population and eventually resulting in multi-drug-resistant relapse [21]. Identifying mutations and gene expression profiles that are drivers of multi-drug resistance and relapse are active areas of research [20,21,22,23].

Various RNA sequencing (RNA-Seq) and microarray studies of cL gene expression have focused on topics including molecular subtyping [9], tumor-normal comparison [24], chemoresistant–chemosensitive comparison [25], identification of single nucleotide variants [26], and copy number variations [27]. Gene expression changes occurring in cL cell populations in response to CHOP treatment have not yet been fully investigated. Characterizing these gene expression differences is important for understanding treatment-resistant relapse in cL. This study compares gene transcript abundances of matched samples from 15 cL patients taken prior to treatment and six weeks into CHOP treatment.

## 2. Materials and Methods

### 2.1. Case Enrolment

Dogs diagnosed by cytology or histology with lymphoma, who had received no prior treatment other than a single injection of prednisone, were eligible for this study. There were no breed, sex, or age restrictions, but dogs with other concurrent neoplasms or prior neoplasms including lymphoma were excluded. The lymphomas were immunophenotyped by flow cytometry as described previously [28]. This study was a prospective analysis of consecutively recruited cases over the period of recruitment. Of all initially recruited cases, some were not suitable for further analysis due to insufficient yield of high-quality RNA from the initial timepoint sample, the six-week timepoint sample, both samples, or patient withdrawal. Dogs were enrolled with the intention to be treated with standard CHOP therapy and were monitored for a minimum of six months to assess progression-free survival (PFS). Informed consent for this study was obtained from all clients prior to enrollment and sample collection. This study was conducted in accordance with the Canadian Council on Animal Care (CCAC) Guidelines, as approved and supervised by the University of Guelph Animal Care Committee.

### 2.2. RNA-Seq Data Generation and Processing

Tumor samples were collected immediately prior to treatment and six weeks into treatment from the enlarged lymph nodes of cL patients by fine needle aspiration using multiple passes of sterile 22-gauge needles connected to a 6 mL syringe. Parallel samples were also collected for cytosmears and for immunophenotyping. The samples for gene expression analysis were directly expressed into sterile collection vials containing 1.0 mL of RNAprotect Cell Reagent (Qiagen; Toronto, ON, Canada). Samples were stored at room temperature overnight and then at −80 °C prior to RNA isolation. Poly A-RNA was isolated from the tissue samples using the QIAGEN RNeasy isolation kit (Toronto, ON, Canada) as described in the RNeasy instruction book without modification and quantified using a Thermo Scientific Nanodrop spectrophotometer (Toronto, ON, Canada). The RNA integrity number (RIN) was calculated for each sample using an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA). Samples with an RIN above 9 were selected for sequencing. The selected samples were sequenced using the Illumina NextSeq (San Diego, CA, USA) platform by the London Regional Genomics Centre, London, ON, Canada. The sequence data were returned in single read, 75 bp, FASTQ format. The RNA sequencing results for this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE179920 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179920, accessed on 29 October 2024). The quality of RNA-Seq reads was assessed using FastQC [29]. The reference genome (CanFam3.1) and corresponding gene annotation file (CanFam3.1.104.gtf) were downloaded from Ensembl [30]. The raw FASTQ reads were aligned to the CanFam3.1 reference genome using Hisat2 [31], generating Binary Alignment Map (BAM) files. The BAM files were then used as input for transcript assembly with StringTie [32], producing transcript annotations in Gene Transfer Format (GTF) files. Raw read counts were extracted from the assembled GTF files using the prepDE.py script associated with the Ballgown R package [33], which consolidated transcript counts across multiple samples into a single table of raw transcript counts from all the samples. Dimensionality reduction of transcript counts was performed using the Rtsne package in R.

### 2.3. Survival Analysis

Kaplan-Meier log-rank analysis of patient progression-free survival clinical data was performed using the Survival and Survminer R packages.

### 2.4. Differential Gene Expression

RNA-Seq raw transcript counts for 30,158 canine Ensembl IDs, from samples at both timepoints, were used as input. The genes were filtered for genes with ‘gene_biotype’ of ‘protein_coding’ in the CanFam3.1.104.gtf annotation file, leaving 10,968 genes. Gene differential expression was evaluated using the DESeq2 R package [34]. For the six-week vs. initial timepoint comparison, a factor representing the donor from which each sample was obtained was included in the DESeq2 design formula, allowing the model to account for individual variability between donors. The Benjamini–Hochberg method was used to adjust the resulting DESeq2 *p*-values for false discovery rate (FDR) [35]. For further analysis, the results were filtered for genes with a ‘baseMean’ greater than 50.

### 2.5. Enrichment Analysis

The gene symbols of the significantly up-regulated and down-regulated genes (DESeq2 FDR-adjusted *p*-value < 0.05) were separately used as input for enrichment analysis. g:Profiler was used to test differentially expressed gene lists for the enrichment of Gene Ontology (GO) terms, including biological process (GO:BP), cellular compartment (GO:CC), and molecular function (GO:MF), and for the enrichment of TRANSFAC transcription factor motifs [36]. The human GO Gene Matrix Transposed (GMT) file for GO term gene lists was used to test enrichment, as annotations in humans are more well characterized compared to annotations for animals. The significantly enriched terms (FDR-adjusted *p*-value < 0.05) were visualized using Cytoscape and the Enrichment Map plugin [37].

## 3. Results

### 3.1. Clustering and Survival

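The samples were fine needle aspirates of enlarged lymph nodes from 15 dogs, each with 1 library before treatment and 1 library after 6 weeks of CHOP, a chemotherapy of 4 drugs. The values analysed were the read counts that the authors deposited for 32704 Ensembl gene IDs of CanFam3.1, with the FPKM values deposited for the same libraries and gene IDs. Read counts measure how many reads fell on a gene, and FPKM scales them by transcript length and sequencing depth. Cluster Group 1, with shorter PFS, held dogs 024, 027, 028, 029, 030 and 035, and Cluster Group 2, with longer PFS, held dogs 003, 025, 026, 031_032, 033, 034, 036, 037 and 038. This membership was the only choice of 6 of the 15 dogs that gave the mean normalized counts of the supplementary tables of both cluster groups. Total counts per library were 6778831 to 26543591 in Cluster Group 1 and 4318394 to 43413353 in Cluster Group 2, and the six-week library of dog 036 was the shallowest. In Cluster Group 2 the count and the FPKM under the same gene ID ranked genes alike, with a Spearman correlation across genes of 0.880 to 0.983 per library. In Cluster Group 1 this correlation was 0.0868 to 0.117. Of 4407 genes of Cluster Group 1 whose profiles over libraries were compared, 140 followed the FPKM profile of their own gene ID. In the counts of Cluster Group 1, a gene name below therefore stands for the gene ID. Most of these counts belong to other genes. Counts were scaled by TMM and are given as CPM, the count scaled to the total of a library. Genes with a mean normalized count above 50 were tested with edgeR's quasi-likelihood test, with the dog as a block between timepoints and Benjamini-Hochberg adjustment. DESeq2 was run beside it as the alternative that follows the paper in its tool and donor factor, but over all gene IDs and not protein-coding genes alone. FPKM values were tested with limma as log2(FPKM+1) for genes with a mean FPKM above 1. Gene symbols were those of the paper's Tables S1, S2, S5 and S6, of which the first 1999, 1999, 1999 and 1998 genes, sorted by p-value, were used. They name 5086 of the gene IDs, so that the named members of gene lists are mostly genes with small p-values in one of these tables.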

We analyzed bulk RNA-seq data from 15 cL patients taken at an initial pre-treatment timepoint and a timepoint six weeks into treatment with CHOP. The cohort clinicopathologic data are described in Table 1. The cohort included seven patients immunophenotyped as B-cell lymphoma and three patients immunophenotyped as T-cell lymphoma. Due to technical error, five patients did not undergo immunophenotyping and are included as ‘unknown immunophenotype’. We visualized the full gene expression profiles using t-SNE dimensionality reduction. 

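Among the genes with a symbol, those for mitochondrial cytochrome c oxidase, MHC class II and the chaperone HSPA8 and genes of other tissues were among the largest differences between the 2 sets of libraries that t-SNE of the counts separated. CPM of MT-CO1, a subunit of cytochrome c oxidase, were 0.522 ± 0.379 (SD, n = 6 dogs) in Cluster Group 1 and 15181 ± 6677 (SD, n = 9) in Cluster Group 2 at the initial timepoint. Those of EPHB1, an ephrin receptor, were 26928 ± 13818 and 0.509 ± 0.430. The FPKM values were 8929.96 ± 2718 and 8825 ± 2326 for MT-CO1 and 0.246 ± 0.125 and 0.0902 ± 0.0758 for EPHB1. On log2(CPM+1) of all genes, t-SNE with a perplexity of 4 and average-linkage clustering each gave a cluster of 6 and a cluster of 9 libraries at both timepoints, with all 15 dogs in the same groups. The mean silhouette of the t-SNE clusters was 0.981 at the initial and 0.974 at the six-week timepoint. On log2(FPKM+1) at the initial timepoint, the silhouette of the 2 cluster groups in the t-SNE map was 0.051. There t-SNE parted 2 from 13 libraries, and the pair was dogs 028 and 036, both immunophenotyped as T-cell lymphoma. At the six-week timepoint it parted 5 from 10 libraries, and 9 of 15 dogs fell as in the cluster groups at either timepoint. With the 2 clusters named in the better way a majority of dogs always matches, so that 9 of 15 is not a sign of agreement.

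**Figure D1:**
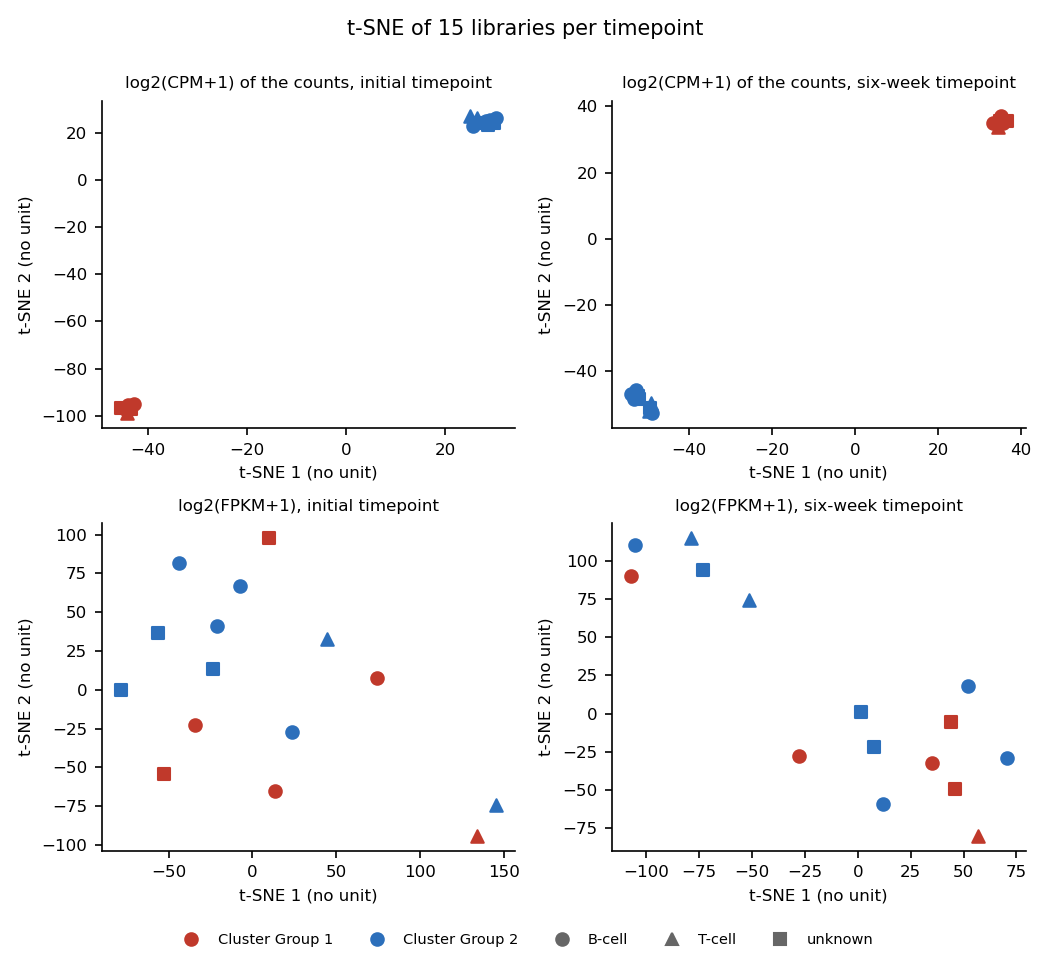
t-SNE of the 15 libraries of each timepoint on log2(CPM+1) of the deposited counts and on log2(FPKM+1) of the deposited FPKM values; axes are t-SNE coordinates without units, colors give the cluster group and markers the immunophenotype. The counts part the 6 dogs of Cluster Group 1 from the 9 of Cluster Group 2 at both timepoints, and in the FPKM values the dogs of both groups intermingle.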

There were two distinct clusters at both the initial and six-week timepoints, one cluster of six patients (Cluster Group 1) and another cluster of nine patients (Cluster Group 2) (Figure 1A). We compared PFS between the two groups using Kaplan-Meier log-rank analysis. There was a significant difference in PFS (*p*-value < 0.0001) between the two groups (Figure 1B). The cluster group with six patients had a median PFS of 43.5 days, and the group with nine patients had a median PFS of 185 days (Figure 1B). Patient characteristics are described in Table 2. All patients from the cluster group with shorter PFS had undergone progression before any of the patients from the cluster group with longer PFS progressed (Figure 1B). 

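B-cell and T-cell marker genes were compared between dogs immunophenotyped as B-cell lymphoma and dogs immunophenotyped as T-cell lymphoma in both cluster groups. In FPKM values, dogs 028 and 036 carried high T-cell and low B-cell markers at the initial timepoint, with a mean log2(FPKM+1) of 5.66 and 5.66 over 18 T-cell genes and of 2.83 and 1.96 over 7 B-cell genes. Dog 038, immunophenotyped as T-cell lymphoma, had a B-cell score of 5.75 and a T-cell score of 2.33, and dog 029, immunophenotyped as B-cell lymphoma, had 4.94 and 5.56. The B-cell minus T-cell score was 3.34 ± 1.90 (SD, n = 7) in the B-cell dogs and -1.03 ± 3.89 (SD, n = 3) in the T-cell dogs, a difference of 4.37 (two-sided exact permutation p = 0.0667). In the counts the same difference was 2.52 (exact permutation p = 0.3), with CD3E, a subunit of the T-cell receptor complex, at 0.137 ± 0.118 CPM in Cluster Group 1, which holds T-cell dog 028, and 65.9 ± 109.6 in Cluster Group 2. At the six-week timepoint the difference was 2.63 in FPKM (exact permutation p = 0.15) and 0.80 in the counts (exact permutation p = 0.667).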

There were three B-cell, one T-cell, and two unknown immunophenotype patients in the shorter PFS cluster group, and there were four B-cell, two T-cell, and three unknown immunophenotype patients in the cluster group with longer PFS (Table 2). In the cluster group with shorter PFS, there were three patients with stage III and three patients with stage V lymphoma, and in the cluster group with longer PFS, there were five patients with stage III, two patients with stage IV, and two patients with stage V lymphoma (Table 2).

### 3.2. Cluster Group 1 vs. Cluster Group 2 at Initial and Six-Week Timepoints

We compared the gene expression profiles between the two cluster groups at the initial timepoint and at the six-week timepoint. 

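Most counts of Cluster Group 1 as deposited belong to other genes than their gene IDs name. Differences in these counts between the groups are therefore not shown for the named genes. At the initial timepoint, 24 of 26 ribosomal protein genes were lower and 0 higher in the counts of Cluster Group 1 by edgeR. Of 16 genes that all leukocytes express, 13 were lower and 1 higher, and all 13 genes of other tissues tested were higher. B2M, PAX5 and MYC had higher mean counts in Cluster Group 1. The 10 largest differences upward among named genes whose libraries did not overlap between the groups included EPHB1, the liver gene APOH, which encodes a plasma glycoprotein, SLC34A2, a phosphate transporter, and CASQ2, the calcium buffer of heart muscle, with log2 fold changes of 15.57, 14.25, 13.70 and 12.91. The largest differences downward included MT-CO1 (-14.89), MT-CO2 (-14.29), the MHC class II gene DLA-DRA (-13.85), HSPA8 (-13.55) and the topoisomerase TOP2A (-12.50). CPM of DLA-DRA were 0.127 ± 0.198 (SD, n = 6 dogs) against 1712 ± 970.2 (SD, n = 9), and its FPKM values were 1849 ± 1089 against 1655 ± 805. Of 16608 genes tested, 7332 were up-regulated and 7655 down-regulated in Cluster Group 1 by edgeR, and 8267 and 6720 by DESeq2. For 12902 of the 14987, every library of one group lay above every library of the other, which chance gives in 0.03996% of the ways to choose 6 of 15 dogs. Since the groups were defined by clustering the same counts, these p-values are not independent evidence that the groups differ. With the counts of Cluster Group 1 re-ordered to the gene IDs of the FPKM values, edgeR found 2 genes, PTK2B, a kinase of integrin and chemokine signaling, and PSD4, both lower in Cluster Group 1, against 1160 at an unadjusted p under 0.05, and DESeq2 found 49. In FPKM values limma found 0 of 13565 genes, against 863 at an unadjusted p under 0.05.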

At the initial timepoint, we found 7721 significantly differentially expressed genes (FDR-adjusted *p*-value < 0.05), 4095 up-regulated, and 3626 down-regulated (Figure 2A,B; Table S1). 

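At the six-week timepoint, ribosomal protein genes were lower and genes of other tissues higher in the counts of Cluster Group 1, as before treatment. Counts under the gene IDs of ribosomal proteins, which every cell transcribes, were lower in Cluster Group 1 for 24 of 26 named members. They were higher for 0 (24 lower when adjusted over the list alone). The median log2 fold change was -7.94 in the counts and -0.19 in FPKM values, where 0 members passed limma's test. Of 12 genes of other tissues tested in the counts, all 12 were higher (12 when adjusted over the list alone). Among single genes, MDM4 had a log2 fold change of 2.00 (SE 0.282, adjusted p = 2.00e-06 from edgeR), with no overlap between the groups' libraries. Of 15863 genes tested by edgeR, 6933 were up-regulated and 7230 down-regulated, and DESeq2 gave 8227 and 6107. After the re-ordering of the counts of Cluster Group 1, edgeR found 0 of 11473 genes, with 912 at an unadjusted p under 0.05, and DESeq2 found 45. In FPKM values limma found 1 gene.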

At the six-week timepoint, we found 7416 significantly differentially expressed genes (FDR-adjusted *p*-value < 0.05), 4077 up-regulated, and 3339 down-regulated (Figure 2A,B; Table S2). Of the significantly differentially expressed genes, 3874 up-regulated genes and 3236 down-regulated genes were significant at both timepoints, which accounts for about 85% of the genes tested (Figure 2B). 

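Genes that differed at both timepoints covered housekeeping, leukocyte and tissue-restricted genes alike. In the counts, ribosomal protein genes lay at the 67.8th percentile of a library's genes in Cluster Group 1 (median of 12 libraries) and at the 99.8th in Cluster Group 2 (median of 18), and in FPKM values at the 99.7th in both. Genes that all leukocytes express, such as the signaling adaptor VAV1 and the lysosomal protein LAPTM5, lay at the 52.7th and 96.6th percentile in the counts and at the 96.3rd in both groups in FPKM. Genes of other tissues, such as the neuronal genes GAD1 and SLC17A7, lay at the 93.7th percentile in Cluster Group 1 and the 40.3rd in Cluster Group 2 in the counts, and at the 27.5th and 26.1st in FPKM. Of 15615 genes tested at both timepoints, 6760 were up-regulated and 6968 down-regulated at both by edgeR, or 87.9%, and 1261 at neither. After re-ordering the counts of Cluster Group 1 the numbers were 0 up and 0 down by edgeR and 1 and 10 by DESeq2. The same dogs enter both timepoints, so that the comparisons are not independent of each other.

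**Figure D2:**
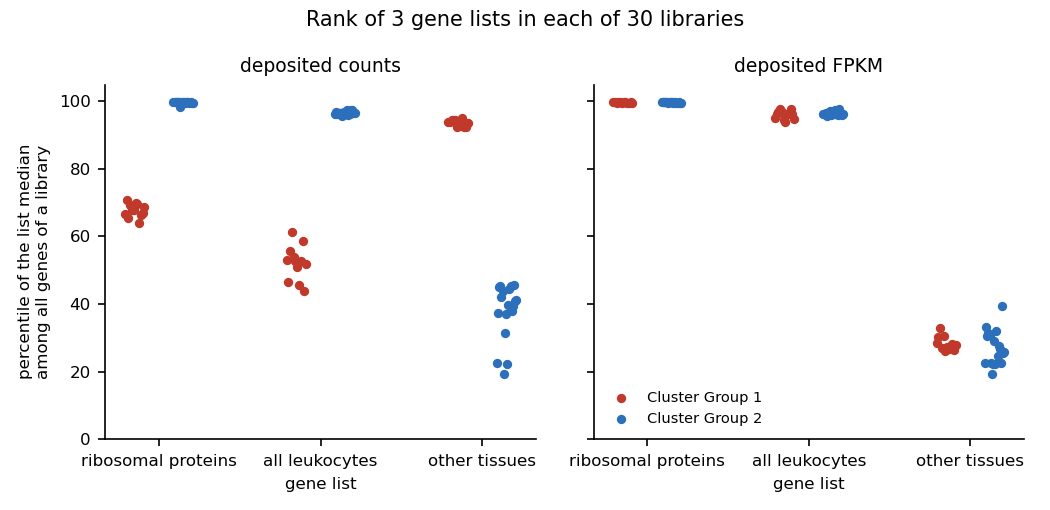
Median percentile of 26 ribosomal protein genes, 16 genes expressed by all leukocytes and 13 genes of other tissues among all genes of a library, in the counts and in the FPKM values; each point is 1 of 30 libraries and colors give the cluster group. In the counts the ribosomal protein genes lie at 64.0 to 70.7 in Cluster Group 1 and at 98.5 to 99.9 in Cluster Group 2, and in FPKM at 99.6 to 99.7 and 99.4 to 99.9.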

No genes were significantly differentially expressed at both timepoints with opposite fold changes. We identified significantly enriched GO terms (FDR-adjusted *p*-value < 0.05) separately in the up- and down-regulated, significantly differentially expressed genes at both timepoints. In the genes up-regulated at both timepoints, we identified 265 GO:BP, 59 GO:CC, and 23 GO:MF significantly enriched terms, and 112 significantly enriched TRANSFAC transcription factor motif terms (Figure 2C; Table S3). The enriched GO:BP terms included terms related to signaling, response to chemical stimulus, secretion, transport, metabolic process, vascular development, cell adhesion, and phosphorylation (Figure 3A). 

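Receptor, vascular and matrix genes were among those with higher counts in Cluster Group 1 at the initial timepoint. Of 10 stromal and endothelial genes tested, 10 were up-regulated and 0 down-regulated by edgeR (10 when adjusted over the list alone), among them KDR, the main VEGF receptor of endothelium, with 419.9 ± 115 CPM (SD, n = 6 dogs) against 5.37 ± 3.65 (SD, n = 9) and a log2 fold change of 6.23. COL1A1 and COL4A2, collagens of connective tissue and basement membrane, had log2 fold changes of 4.50 and 6.02. Of 10 receptor tyrosine kinase genes, 8 were higher and 2 lower (8 and 2 when adjusted over the list alone). At the six-week timepoint, 6 of 13 stromal and endothelial genes were higher and 3 lower, and 6 of 14 receptor tyrosine kinase genes higher and 5 lower (the same numbers over the lists alone); more members were tested there, and the timepoints were not compared over the same ones. In FPKM values KDR was 1.72 ± 2.43 against 0.520 ± 0.357, COL1A1 was 2.38 ± 4.89 against 0.531 ± 0.360, and 0 members of either list passed limma's test over all genes.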

In the genes down-regulated at both timepoints, we identified 740 GO:BP, 223 GO:CC, and 156 GO:MF significantly enriched terms, and 1091 significantly enriched TRANSFAC transcription factor motif terms (Figure 2C; Table S4). The enriched GO:BP terms in the down-regulated genes included terms related to lymphocyte activation, immune response, proteolysis, autophagy, regulation of RNA stability, DNA repair, chromosome separation, and cell cycle checkpoint (Figure 3A).

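Leukocyte, proteasome, DNA repair and mitosis genes were mostly lower in the counts of Cluster Group 1 at the initial timepoint. Of 16 genes that all leukocytes express, 13 were down-regulated and 1 up-regulated by edgeR (13 and 1 when adjusted over the list alone), with 0.544 ± 0.180 CPM of VAV1 (SD, n = 6 dogs) against 180.03 ± 59.7 (SD, n = 9). Of 43 mitosis genes, 34 were lower and 5 higher (34 and 5 over the list alone), with CENPF and CENPE, proteins of the kinetochore, at log2 fold changes of -11.43 and -10.07. Of 51 DNA repair genes, 37 were lower and 9 higher, and of 14 proteasome genes 11 were lower and 3 higher, PSMA6 by a log2 fold change of 5.85, with the same counts when adjusted over the list alone. All 6 interferon response genes tested were lower. In FPKM values VAV1 was 61.1 ± 15.9 against 65.2 ± 7.21, PSMA6 was 169.8 ± 56.3 against 172 ± 30.4, and the median log2 fold change was 0.12 for the mitosis genes and -0.06 for the DNA repair genes, with 0 members past limma's threshold. At the six-week timepoint these FPKM medians were 0.79 (43 of 43 positive) and 0.33 (45 of 49 positive), again with 0 members past the threshold. By DESeq2 on the counts with Cluster Group 1 re-ordered, 0 of 43 mitosis genes were higher there over all genes and 28 over the list alone.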

Several important genes and pathways were significantly differentially expressed (FDR-adjusted *p*-value < 0.05) in the cluster group with shorter PFS compared to the cluster group with longer PFS (Figure 3B). 

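MDM4 (ENSCAFG00000009669) and MDM2 (ENSCAFG00000000418), which encode related RING domain proteins, differed in opposite directions in the counts at the initial timepoint. CPM of MDM4 were 539.5 ± 230.4 (SD, n = 6 dogs) in Cluster Group 1 and 119.8 ± 26.2 (SD, n = 9) in Cluster Group 2, a log2 fold change of 1.97 (SE 0.224, adjusted p = 1.81e-07 from edgeR). Those of MDM2 were 5.66 ± 1.11 and 165 ± 64.5, a log2 fold change of -4.99 (SE 0.295, adjusted p = 4.45e-11 from edgeR). For both genes every library of one group lay above every library of the other. In the deposited FPKM values MDM4 was 82.6 ± 14.0 and 74.5 ± 9.98, and MDM2 was 79.4 ± 16.2 and 95.4 ± 17.4, with adjusted p of 0.861 and 0.825 from limma. None of the genes named in the paper for the comparison of the groups, as far as the tables analysed here name them, passed the test in FPKM or after the counts of Cluster Group 1 were re-ordered.

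**Figure D3:**
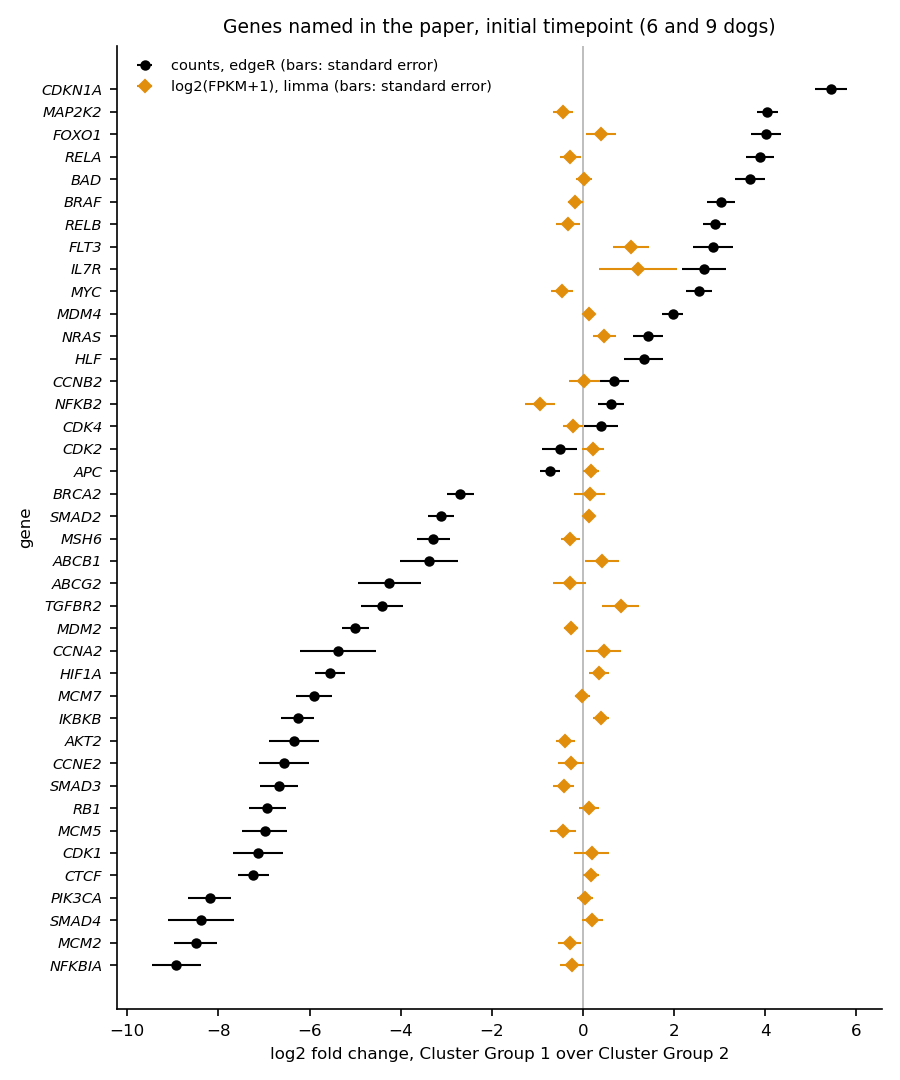
log2 fold change of Cluster Group 1 against Cluster Group 2 at the initial timepoint for 40 of the genes named in the paper, from the counts by edgeR and, for 38 of them, from log2(FPKM+1) by limma; bars are standard errors. The values from the counts range from -8.93 for NFKBIA to 5.46 for CDKN1A, and those from FPKM from -0.94 for NFKB2 to 1.21 for IL7R.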

The p53 regulators MDM4 and MDM2 were up-regulated and down-regulated, respectively. 

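CDKN1A, an inhibitor of cyclin-dependent kinases, had 177 ± 68.8 CPM (SD, n = 6 dogs) in Cluster Group 1 and 3.69 ± 1.63 (SD, n = 9) in Cluster Group 2. The log2 fold change was 5.46 (SE 0.351, adjusted p = 1.23e-10 from edgeR). RB1, which holds cells in G1 by binding E2F factors, had 0.694 ± 0.218 and 75.5 ± 29.1, a log2 fold change of -6.93 (SE 0.414, adjusted p = 5.07e-11 from edgeR). At the six-week timepoint the log2 fold changes were 4.83 and -5.84. The FPKM values at the initial timepoint were 1.07 ± 1.07 against 0.736 ± 0.311 for CDKN1A and 24.2 ± 4.57 against 23.0 ± 9.48 for RB1.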

Cell cycle regulators CDKN1A and RB1 were up-regulated and down-regulated, respectively. Ras/Raf/MEK/ERK pathway genes NRAS, BRAF, ARAF, and MAPK2 were up-regulated but MAPK1 was down-regulated. 

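In the counts at the initial timepoint, NRAS and the kinase genes BRAF and MAP2K2, some of the members of the same cascade, were measured as follows, which says nothing of the cascade as a whole. CPM of BRAF were 245 ± 99.7 (SD, n = 6 dogs) in Cluster Group 1 and 27.3 ± 8.54 (SD, n = 9) in Cluster Group 2, a log2 fold change of 3.04 (SE 0.314, adjusted p = 5.19e-08 from edgeR). NRAS, whose libraries overlapped between the groups, had a log2 fold change of 1.43 (SE 0.325, adjusted p = 4.86e-04 from edgeR), and MAP2K2 of 4.05 (SE 0.233, adjusted p = 3.30e-11 from edgeR). In FPKM the group means of BRAF were 7.73 and 8.68 and of MAP2K2 4.86 and 6.72, and the adjusted p from limma was 0.868 and 0.776. ARAF was not analysed here.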

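PIK3CA, the catalytic subunit of PI3K, had 0.580 ± 0.325 CPM (SD, n = 6 dogs) in Cluster Group 1 and 162 ± 86.9 (SD, n = 9) in Cluster Group 2 at the initial timepoint. This is a log2 fold change of -8.19 (SE 0.471, adjusted p = 3.32e-11 from edgeR). The kinase AKT2 had a log2 fold change of -6.34 (SE 0.548, adjusted p = 4.98e-09 from edgeR). Neither gene had overlapping libraries. Mean FPKM was 41.4 ± 9.13 against 40.3 ± 9.65 for PIK3CA and 7.47 ± 2.07 against 10.2 ± 3.65 for AKT2. MTOR was not analysed here.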

PI3K/AKT/MTOR pathway genes PIK3CA, PTEN, AKT2, and MTOR were down-regulated. AKT target genes TSC1, BAD, FOXO1, and CDKN1A were up-regulated and HIF1A, GSK3B, FOXO1, and MDM2 were down-regulated. 

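BAD, which promotes apoptosis, and FOXO1, a transcription factor that AKT keeps out of the nucleus, had higher counts in Cluster Group 1, and HIF1A, the transcription factor of the response to low oxygen, had lower counts. At the initial timepoint BAD was 12.5 ± 4.50 CPM (SD, n = 6 dogs) against 0.883 ± 0.383 (SD, n = 9), a log2 fold change of 3.68 (SE 0.335, adjusted p = 1.01e-08 from edgeR), and FOXO1 had a log2 fold change of 4.02 (SE 0.321, adjusted p = 1.83e-09 from edgeR). HIF1A was 9.16 ± 2.09 against 384 ± 174, a log2 fold change of -5.55 (SE 0.333, adjusted p = 5.22e-11 from edgeR). In FPKM values BAD was 1.26 ± 0.450 against 1.20 ± 0.348, FOXO1 10.8 ± 8.83 against 6.69 ± 2.21, and HIF1A 136 ± 41.9 against 106 ± 34.1, with adjusted p of 0.982, 0.8289 and 0.825 from limma. For these 3 genes no library of one group overlapped the other, and TSC1 and GSK3B were not analysed here.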

TGF-β pathway genes TGFBR2, SMAD2, SMAD3, and SMAD4 were down-regulated. 

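The receptor gene TGFBR2 had 4.33 ± 2.51 CPM (SD, n = 6 dogs) in Cluster Group 1 against 79.6 ± 28.7 (SD, n = 9) at the initial timepoint. The log2 fold change was -4.41 (SE 0.455, adjusted p = 5.09e-08 from edgeR). SMAD2 and SMAD3, which the receptor phosphorylates, had log2 fold changes of -3.11 and -6.67, and their partner SMAD4 of -8.39 (SE 0.726, adjusted p = 5.10e-09 from edgeR). All 4 genes were down-regulated by edgeR at both timepoints, 4 of 4 also when adjusted over the list alone, a list that the study drew from these samples. In FPKM values TGFBR2 was 36.5 ± 28.7 against 16.6 ± 8.34 and SMAD4 was 65.7 ± 31.1 against 53.9 ± 14.9, and the median log2 fold change of the 4 genes was 0.18, with none past limma's threshold.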

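RELA and RELB, DNA-binding subunits of NF-κB, had higher counts in Cluster Group 1 at the initial timepoint, with 314 ± 175 and 109 ± 35.2 CPM (SD, n = 6 dogs) against 18.4 ± 5.27 and 13.2 ± 5.15 (SD, n = 9). Their log2 fold changes were 3.90 (SE 0.310, adjusted p = 1.70e-09 from edgeR) and 2.89 (SE 0.245, adjusted p = 3.77e-09 from edgeR). NFKB2, the precursor of p52, did not pass edgeR's test at either timepoint, with log2 fold changes of 0.62 and 0.65 and adjusted p of 0.0573 and 0.0773. It passed by DESeq2 with an adjusted p of 3.71e-05 at the initial timepoint. IKBKB, the kinase that releases NF-κB, and NFKBIA, the inhibitor it targets, had log2 fold changes of -6.25 (adjusted p = 3.71e-11 from edgeR) and -8.93 (adjusted p = 5.76e-11 from edgeR). In FPKM values RELA was 8.90 ± 4.86 against 10.1 ± 2.00, NFKBIA was 59.0 ± 18.5 against 71.3 ± 23.1, and NFKB2 was 8.07 ± 4.71 against 15.4 ± 4.95. NFKB1 was not analysed here.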

NF-κB pathway genes NFKB2, RELA, and RELB were up-regulated and NFKB1, IKBKB, and NFKBIA were down-regulated. 

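MYC, a driver of growth and proliferation, had 409 ± 99.1 CPM (SD, n = 6 dogs) in Cluster Group 1 and 61.8 ± 25.1 (SD, n = 9) in Cluster Group 2 at the initial timepoint. The log2 fold change was 2.55 (SE 0.287, adjusted p = 1.51e-07 from edgeR), with no overlap between the groups' libraries. The FPKM values were 15.3 ± 4.70 and 21.6 ± 8.34, a log2 fold change of -0.45 (SE 0.241, adjusted p = 0.808 from limma).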

MYC transcription factor was up-regulated. 

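CTCF, a protein that binds DNA at the borders of chromatin domains, had 0.819 ± 0.272 CPM (SD, n = 6 dogs) in Cluster Group 1 and 108 ± 38.2 (SD, n = 9) in Cluster Group 2 at the initial timepoint. Its log2 fold change was -7.24 (SE 0.343, adjusted p = 4.56e-12 from edgeR). Its FPKM values were 51.8 ± 8.42 and 46.5 ± 13.1, a log2 fold change of 0.18 (SE 0.177, adjusted p = 0.861 from limma).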

The chromatin organization gene CTCF was down-regulated. The multi-drug resistance gene ABCB1 was down-regulated. 

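CPM of ABCB1 (ENSCAFG00000001835), which encodes the efflux pump P-glycoprotein, were 0.508 ± 0.218 (SD, n = 6 dogs) in Cluster Group 1 and 5.58 ± 5.02 (SD, n = 9) in Cluster Group 2 at the initial timepoint. The log2 fold change was -3.38 (SE 0.645, adjusted p = 8.69e-05 from edgeR). The libraries of the groups overlapped. In FPKM values ABCB1 was 1.95 ± 2.66 in Cluster Group 1 and 0.850 ± 0.692 in Cluster Group 2, with the higher mean in Cluster Group 1 (log2 fold change 0.42, SE 0.367, adjusted p = 0.841 from limma). Of 17 ABC transporter genes tested in the counts, 8 were higher and 6 lower in Cluster Group 1 (8 and 6 when adjusted over the list alone), and 0 passed limma's test in FPKM.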

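Genes that did not pass edgeR's test in the counts at the initial timepoint included B2M, the light chain of MHC class I, and PAX5, which maintains B-cell identity. B2M had 3097 ± 617 CPM (SD, n = 6 dogs) in Cluster Group 1 and 2078 ± 613 (SD, n = 9) in Cluster Group 2 (log2 fold change 0.38, SE 0.242, adjusted p = 0.142 from edgeR, 5.88e-06 from DESeq2, which it passed with a log2 fold change of 1.03). PAX5 had 80.8 ± 20.0 and 57.9 ± 30.4 (log2 fold change 0.34, SE 0.5683, adjusted p = 0.569 from edgeR, 0.112 from DESeq2). GAPDH, an enzyme of glycolysis, was lower in Cluster Group 1 in the counts, with a log2 fold change of -2.44 (SE 0.279, adjusted p = 1.91e-07 from edgeR), and had FPKM values of 66.3 ± 28.1 and 58.0 ± 10.4. By DESeq2, 855 of 15473 genes tested at both timepoints passed at neither. After the counts of Cluster Group 1 were re-ordered, 11191 of 11193 genes passed at neither timepoint by edgeR and 10871 of 10946 by DESeq2.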

Since only about 10% of the genes tested, 829 genes, were not significantly differentially expressed between the two cluster groups at both timepoints, these genes may be of interest as well in that their level of expression may be necessary for cellular function of both molecularly distinct subtypes. 

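APC, a brake on Wnt signaling, passed edgeR's test in the counts at the initial timepoint and did not pass that of DESeq2. It had 91.6 ± 30.7 CPM (SD, n = 6 dogs) in Cluster Group 1 and 133 ± 41.6 (SD, n = 9) in Cluster Group 2, a log2 fold change of -0.71 (SE 0.220, adjusted p = 0.00569 from edgeR, 0.868 from DESeq2), and FPKM values of 21.3 ± 5.80 and 18.2 ± 3.32. CDK6, AKT1, LEF1 and TERT were not analysed here.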

Biologically important genes with no significant difference in expression between the two groups included TP53, CDK6, AKT1, APC, LEF1, and TERT.

### 3.3. Cluster Group 1 Six-Week vs. Initial Timepoint and Cluster Group 2 Six-Week vs. Initial Timepoint

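In Cluster Group 1, no change of lymphocyte, mitosis or DNA replication genes from the initial to the six-week timepoint passed the test in FPKM values. The mean change in log2(FPKM+1) was 0.17 ± 0.43 (SD, n = 6 dogs) over 18 T-cell genes, -0.24 ± 0.28 over 7 B-cell genes, -0.02 ± 0.28 over 43 mitosis genes and 0.02 ± 0.13 over 38 DNA replication genes. The two-sided exact permutation p was 0.5, 0.125, 0.781 and 0.719 (0.875 each after adjustment over 11 lists). In the counts as deposited, 0 of 11543 genes passed edgeR's test, with 1504 at an unadjusted p under 0.05, while DESeq2 found 0 up-regulated and 76 down-regulated. These 76 were lower in at least 5 of the 6 dogs and included the gene IDs of the deacetylase SIRT1 (log2 fold change -0.79, adjusted p = 0.0101 from DESeq2, 0.373 from edgeR), the purinergic receptor P2RY11 (-0.72) and the sialyltransferase ST3GAL4 (-0.77). In this fit DESeq2 gave no adjusted p to 6843 of 11477 genes. The DESeq2 count ranged from 10 without dog 030 to 244 without dog 024. After the counts were re-ordered to the gene IDs of the FPKM values, DESeq2 found 5 up-regulated and 18 down-regulated genes and edgeR 0. These numbers do not test the order of gene IDs, since within 1 group re-ordering changes the gene ID of a count and not the count.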

In the cluster group with shorter PFS, comparing the six-week timepoint to the initial timepoint, there were 27 significantly differentially expressed genes (FDR-adjusted *p*-value < 0.05), 2 up-regulated, and 25 down-regulated (Figure 2A,B; Table S5). In the cluster group with longer PFS, comparing the six-week timepoint to the initial timepoint, there were 680 significantly differentially expressed genes (FDR-adjusted *p*-value < 0.05), 413 up-regulated, and 267 down-regulated (Figure 2A,B; Table S6). 

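In Cluster Group 2, single genes of T cells, cytotoxic cells and macrophages had higher counts at the six-week timepoint by DESeq2 and genes of mitosis and DNA replication lower counts, while the mean scores of T-cell and myeloid genes in log2(CPM+1) did not pass (exact permutation adjusted p = 0.113 for both). Genes that rose by DESeq2 included IDO1, an enzyme of tryptophan breakdown, which was higher in 9 of 9 dogs (log2 fold change 2.50, SE 0.481, adjusted p = 1.42e-04 from DESeq2), and IL2RB, an interleukin receptor chain of T and NK cells, higher in 8 of 9 (2.16, SE 0.363, adjusted p = 1.12e-05 from DESeq2). Genes that fell by DESeq2 included TOP2A, which untangles DNA in dividing cells, lower in 8 of 9 dogs (-1.06, SE 0.324, adjusted p = 0.0158 from DESeq2), and CENPF, lower in 9 of 9 (-1.05, SE 0.288, adjusted p = 0.00696 from DESeq2). TSC22D3, which glucocorticoids such as prednisone induce, went from 18.1 ± 5.57 to 33.0 ± 13.4 CPM (SD, n = 9) and was higher in 9 of 9 dogs (adjusted p = 0.00348 from DESeq2). DESeq2 found 617 up-regulated and 516 down-regulated genes, and edgeR 0 of 11690, with 3700 at an unadjusted p under 0.05 (1947 with DESeq2's size factors, 1820 by library size) and a smallest adjusted p of 0.0971. The median log2 fold change over all genes was -0.29 with TMM and -0.07 with DESeq2's size factors, so that the tools differ in the level that counts as no change. DESeq2 found 212 up-regulated and 94 down-regulated genes without dog 025, 272 and 125 without dog 034, and 250 and 169 without dog 038. The numbers were 488 and 321 without dog 031_032 and 624 and 996 without dog 003.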

We identified significantly enriched GO terms (FDR-adjusted *p*-value < 0.05) separately in the up- and down-regulated significantly differentially expressed genes. In the up-regulated genes, we identified 277 GO:BP, 58 GO:CC, and 25 GO:MF significantly enriched terms, and six significantly enriched TRANSFAC transcription factor motif terms (Figure 2C; Table S7). The enriched GO:BP terms in the up-regulated genes included terms related to signaling, chemotaxis, lymphocyte activation, cytotoxicity, inflammatory response, and transport (Figure 4A). 

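Some T-cell and myeloid markers and most cytotoxic markers rose in Cluster Group 2 by DESeq2. Of 18 T-cell genes tested, 9 rose and 0 fell (15 rose when adjusted over the list alone), among them the kinase PRKCQ. The interleukin receptor IL7R went from 5.46 ± 4.96 to 32.2 ± 39.0 CPM (SD, n = 9; higher in 7 of 9 dogs; log2 fold change 2.36, SE 0.593, adjusted p = 0.00342 from DESeq2). Of 10 cytotoxic and NK cell genes, 8 rose (9 over the list alone), including the granzyme GZMK (2.26, higher in 7 of 9). Of 14 myeloid genes, 7 rose (8 over the list alone), including MRC1, the mannose receptor of macrophages, from 19.0 ± 26.2 to 87.6 ± 97.5, and ITGAM, an integrin of monocytes and granulocytes (1.55, higher in 8 of 9). Of 6 neutrophil genes, 4 rose (5 over the list alone), and of 7 B-cell genes 0 rose or fell. The mean log2(FPKM+1) of the cytotoxic list rose by 1.02 ± 0.94 (SD, n = 9; higher in 7 of 9 dogs; exact permutation adjusted p = 0.0430 over 11 lists), and those of the T-cell and myeloid lists changed by 1.03 ± 1.59 and 0.82 ± 1.06, higher in 6 of 9 each, and did not pass (adjusted p = 0.129 and 0.123). Over the 4 cytotoxic members named by the tables of other comparisons it rose by 0.79 ± 0.76, higher in 7 of 9, and did not pass (adjusted p = 0.0716). Receptor tyrosine kinase genes rose for 8 of 12 (10 over the list alone), among them KIT and FLT3 of blood progenitors and KDR and FLT4 of endothelium. Names taken from the table of this comparison favor genes that changed. Of those named by the other tables, 1 of 5 T-cell, 2 of 3 cytotoxic and 1 of 3 myeloid genes rose. So did 0 of 1 neutrophil and 1 of 1 receptor tyrosine kinase genes. By edgeR, 0 T-cell, 8 cytotoxic and 3 myeloid genes were higher when adjusted over the list alone and none over all genes.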

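ABCB1, the efflux pump for doxorubicin and vincristine, had 5.58 ± 5.02 CPM (SD, n = 9 dogs) at the initial and 16.6 ± 14.5 at the six-week timepoint in Cluster Group 2. It was higher in 7 of 9 dogs (log2 fold change 2.08, SE 0.467, adjusted p = 0.00106 from DESeq2, 0.0971 from edgeR). ABCG2 (ENSCAFG00000009638), an efflux pump of stem cells and epithelia, had 5.81 ± 3.36 and 7.14 ± 1.296. It was higher in 7 of 9 dogs (0.79, SE 0.267, adjusted p = 0.0286 from DESeq2, 0.154 from edgeR). Of 12 ABC transporter genes tested, 5 rose by DESeq2 (5 when adjusted over the list alone), including ABCC2 (1.13) and ABCA13 (2.04), and 0 of the 5 named by the tables of other comparisons. In the same dogs the T-cell score was higher in 6, the cytotoxic score in 7 and the myeloid score in 6 of 9 at the six-week timepoint.

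**Figure D4:**
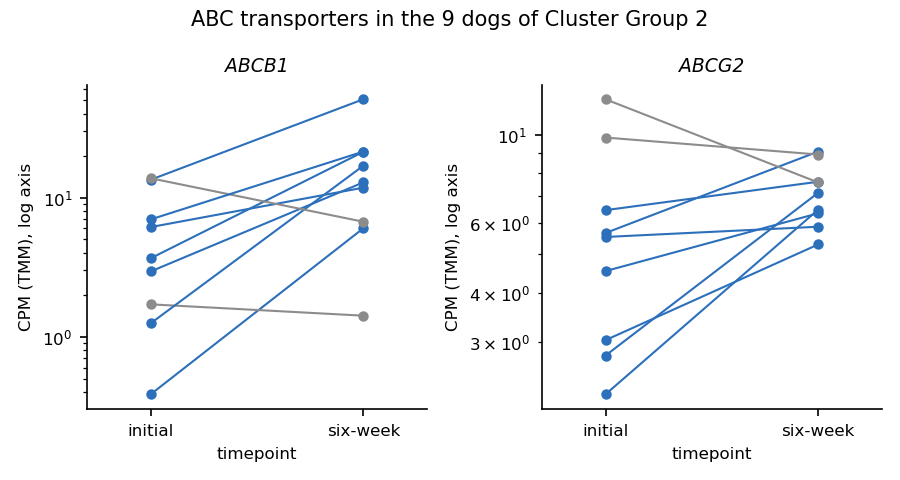
CPM of ABCB1 and ABCG2 in the 9 dogs of Cluster Group 2 at the initial and six-week timepoints, on log axes; each line is 1 dog, and gray lines mark the dogs that were lower at the six-week timepoint. Both genes were higher in 7 of 9 dogs.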

Notably, the ATP-binding cassette transporter multi-drug resistance-related genes ABCB1 and ABCG2 were significantly up-regulated (Figure 4B). Among the significantly down-regulated genes, we identified 222 GO:BP, 92 GO:CC, and 55 GO:MF significantly enriched terms, and 275 significantly enriched TRANSFAC transcription factor motif terms (Figure 2C; Table S8). The enriched GO:BP terms in the down-regulated genes included terms related to DNA damage response, and cell cycle (Figure 4A). 

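Most genes of DNA replication and mitosis tested and some of DNA repair fell in Cluster Group 2 by DESeq2. Of 38 DNA replication genes tested, 24 fell and 0 rose (32 when adjusted over the list alone), of 43 mitosis genes 27 fell (38 over the list alone), and of 48 DNA repair genes 21 fell (31 over the list alone), where 11 of 33 ubiquitously expressed genes fell as well (12 over the list alone; median log2 fold changes -0.65, -0.76, -0.48 and -0.40). UHRF1, which passes DNA methylation to new strands, had a log2 fold change of -0.998 (adjusted p = 6.63e-04 from DESeq2, lower in 8 of 9 dogs), and the mitotic kinase AURKB of -0.97, lower in 9 of 9. Among members named by the tables of other comparisons, 16 of 23 DNA replication, 8 of 16 mitosis and 12 of 29 DNA repair genes fell. By edgeR 0 of these genes passed over all genes, and 35, 42 and 45 were lower when adjusted over the list alone. Over those 23 DNA replication genes, log2(FPKM+1) changed by -0.57 ± 0.41 (SD, n = 9) and was lower in 9 of 9 dogs of Cluster Group 2 (two-sided exact permutation p = 0.00391, adjusted p = 0.0430 over 11 lists). In Cluster Group 1 it changed by 0.00154 ± 0.112 (SD, n = 6), and the groups differed by 0.57 (exact permutation p = 0.00280, adjusted p = 0.0308). The mitosis score over 16 such members changed by -0.67 ± 0.61 and was lower in 7 of 9 dogs (exact permutation p = 0.0156, adjusted p = 0.0716), and over all 43 named members by -0.68 ± 0.62, lower in 8 of 9 (adjusted p = 0.0430). Oxidative phosphorylation genes fell for 9 of 27 (14 over the list alone), and ribosomal protein genes for 0 of 26. Among oxidative phosphorylation genes named by the tables of other comparisons, 6 of 18 fell.

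**Figure D5:**
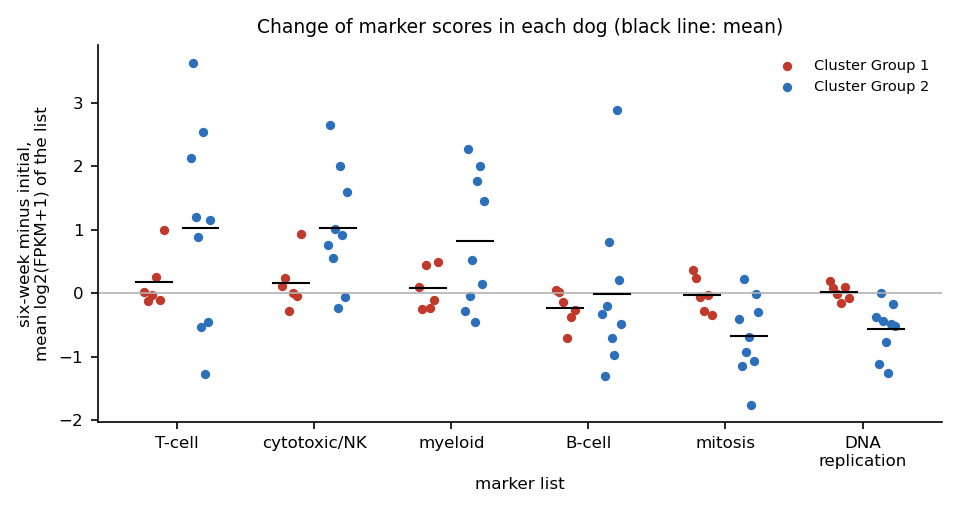
Six-week minus initial mean log2(FPKM+1) of 6 gene lists in the 6 dogs of Cluster Group 1 and the 9 dogs of Cluster Group 2; each point is 1 dog and black lines are means. The DNA replication score lies below 0 in 8 of 9 dogs of Cluster Group 2 and in 3 of 6 of Cluster Group 1.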

Down-regulated DNA damage response genes included TP53, BRCA2, MSH2, MSH6, MCM2, MCM5, and MCM7 (Figure 3B).

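MCM2 and MCM5, subunits of the replicative helicase, were lower in 9 of 9 dogs of Cluster Group 2 at the six-week timepoint. MCM2 went from 123 ± 51.2 to 59.4 ± 34.2 CPM (SD, n = 9; log2 fold change -0.88, SE 0.188, adjusted p = 5.92e-04 from DESeq2). MCM5 had a log2 fold change of -0.84 (adjusted p = 0.00432 from DESeq2) and MCM7 of -0.56 (adjusted p = 0.00328 from DESeq2, also lower in 9 of 9). The mismatch repair gene MSH6 had a log2 fold change of -0.64 (adjusted p = 0.00984 from DESeq2). BRCA2, a gene of recombination repair, had one of -0.85 (adjusted p = 0.0212 from DESeq2). Both genes were lower in 9 of 9 dogs. All 5 genes had an adjusted p of 0.0971 from edgeR, above the threshold. The study chose these genes on the same samples, so that their direction is not independent evidence. From the enrichment of DNA damage response among the down-regulated genes, the paper proposes that CHOP selects for tumor cells with a reduced DNA damage response.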

## 4. Discussion

The failure of many cL patients treated with CHOP therapy to achieve long-term remission has raised interest in understanding how cL acquires resistance over the course of treatment and what differentiates patients who do not initially respond to treatment from those that do. In this study, we identify two distinct clusters of transcriptional profiles in which the patients have significantly different PFS between the two clusters. We describe the significant gene expression differences between the cluster groups as well as the changes in the transcriptional profiles occurring in the tumor cell populations of these cluster groups over the course of a six-week round of treatment with CHOP. Although we have a small sample size of 15 patients with only three T-cell samples, there were T-cell, B-cell, and unknown immunophenotype samples in both cluster groups, providing some evidence that the observed clusters are independent of cell type of origin. We also found stage III and stage V lymphomas in both clusters, suggesting that the cluster group with shorter PFS was not associated with higher-stage lymphomas. 

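The change of a gene with time was compared between the cluster groups, gene by gene, with a test of the interaction. Over all dogs, 92 genes changed more upward and 158 more downward in Cluster Group 1 than in Cluster Group 2 by edgeR on the counts as deposited, of 16473 tested. In these counts, 140 of 4407 genes of Cluster Group 1 followed the FPKM profile of their own gene ID. The numbers as deposited therefore mostly compare different genes under the same gene ID. The split was 150 and 607 with DESeq2's size factors and 187 and 431 by library size alone, 249 genes passed without dog 031_032, and 437 without dog 036. By DESeq2 the split was 416 and 1721, with no filter 21 and 46, and with filterByExpr 30 and 64. The fit without dog 036 and that by DESeq2 were chosen after the results were seen. After the counts of Cluster Group 1 were re-ordered, 0 genes passed by edgeR and 5 by DESeq2, and in FPKM values 0 passed by limma. The changes with time of the 2 groups had a Spearman correlation across genes of 0.05 after re-ordering, and 22 of 32 sign flips of the dogs of Cluster Group 1 gave one as large.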

The cluster group with shorter PFS had few differentially expressed genes at the six-week timepoint compared to the initial timepoint, suggesting there was not a significant amount of tumor cell population evolution driven by selective pressure of CHOP. In contrast, the differentially expressed genes and enriched pathways in the comparison of the six-week to initial timepoint for the cluster group with longer PFS describe the effect of the selective pressure of CHOP treatment on the tumor cell population.

The distinct clustering of gene expression profiles, significant difference in PFS between clusters, large percent of the genome differentially expressed between the cluster groups at both timepoints, enrichment of relevant pathways in the differentially expressed genes, and differential expression of biologically important genes with a high level of significance and large fold changes suggest the lymphomas in the two cluster groups are very different on a molecular level. Several key molecular pathways were differentially regulated between the cluster groups. These differentially regulated pathways provide potential mechanisms for the shorter PFS cluster group resisting treatment with CHOP.

### 4.1. p53 Regulation

MDM4 and MDM2 are key regulators of p53, one of the most important proteins in arresting the cell cycle in response to DNA damage [38]. MDM4 inhibits p53 activity and MDM2 degrades p53, but upon DNA damage, MDM2 can degrade itself and MDM4, resulting in p53 stabilization and activation, promoting cell cycle arrest and apoptosis [39]. Although TP53 itself was not significantly differentially expressed, the up-regulation of MDM4 and down-regulation of MDM2 in the cluster group with shorter PFS could be resulting in inhibition of p53, allowing evasion of DNA damage-related apoptosis.

### 4.2. Cell Cycle Regulation

Cyclin-dependent kinases (CDKs) are the kinases that regulate cell cycle progression, and cyclins are the regulatory subunits that bind to CDKs, activating them [40,41]. 

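Counts of cyclin and cyclin-dependent kinase genes went in both directions at the initial timepoint. CCNB2, a cyclin of mitosis, had 71.7 ± 41.6 CPM (SD, n = 6 dogs) in Cluster Group 1 and 37.4 ± 15.6 (SD, n = 9) in Cluster Group 2 (log2 fold change 0.69, SE 0.310, adjusted p = 0.0429 from edgeR). CDK4 and CDK2, kinases of G1 and of S phase entry, did not pass edgeR's test, with log2 fold changes of 0.40 (adjusted p = 0.328) and -0.51 (adjusted p = 0.221), and by DESeq2 CDK4 passed with an adjusted p of 0.0114, while CDK2 had a log2 fold change of 0.23, with the other sign, and did not pass (adjusted p = 0.620). CCNE2, CCNA2 and CDK1, which drive S phase and mitosis, had log2 fold changes of -6.57, -5.38 and -7.13 (adjusted p = 3.28e-09, 9.00e-06 and 1.27e-09 from edgeR). In FPKM values CDK1 was 28.1 ± 13.1 and 22.0 ± 7.41 and CCNA2 was 73.8 ± 41.3 and 48.0 ± 20.3, with the higher mean in Cluster Group 1 for both (adjusted p = 0.939 and 0.825 from limma). CCND1, CCNA1 and CCND2 were not analysed here.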

In the cluster group with shorter PFS, CCND1 (Cyclin D1), CCNA1 (Cyclin A1), CCNB2 (Cyclin B2), CDK4, and CDK2 were up-regulated and CCND2 (Cyclin D2), CCNE2 (Cyclin E2), CCNA2 (Cyclin A2), and CDK1 were down-regulated, suggesting a complex selective regulation of the cell cycle. CDKN1A (p21) and RB1 (pRB) are key inhibitory regulators of the cell cycle and response to DNA damage [40,41]. CDKN1A was up-regulated and RB1 was down-regulated in the cluster group with shorter PFS. CDKN1A is a CDK inhibitor that halts the cycle in the G1 phase in response to DNA damage [42]. RB1 inhibits the cell cycle progression from the G1 phase to the S phase by binding and sequestering E2F transcription factors. Down-regulation of RB1 in the cluster group with shorter PFS could less effectively sequester E2F transcription factors, resulting in transcription of genes necessary for S phase entry, thereby promoting cell cycle progression despite potential DNA damage [43].

### 4.3. PI3K/AKT/MTOR Pathway

The PI3K/AKT/mTOR signaling pathway is a key regulator of cell growth, metabolism, survival, proliferation, and angiogenesis [44,45]. In the cluster group with shorter PFS, members of the PI3K/AKT/MTOR pathway, including PIK3CA, PTEN, AKT2, and MTOR, were down-regulated. PIK3CA encodes the catalytic subunit of phosphoinositide 3-kinase (PI3K), which phosphorylates phosphatidylinositol-3,4,5-trisphosphate (PIP3), which in turn recruits and activates AKT2 [44,45]. AKT2 has a wide range of targets, which include activation of HIF1A, IKK, and MDM2 and inhibition of the TSC1/TSC2 complex, BAD, GSK3B, FOXO1, and CDKN1A [46]. TSC1, BAD, FOXO1, and CDKN1A were up-regulated, and HIF1A, GSK3B, MDM2, and FOXO1 were down-regulated in the cluster group with shorter PFS. AKT2 activates MTOR through its inhibition of the TSC1/TSC2 complex, which inhibits MTOR. MTOR is a central kinase that regulates protein synthesis, cell growth, and metabolism [47]. PTEN acts as a negative regulator of the PI3K/AKT pathway, but its down-regulation here may be due to the broader suppression of the whole pathway [44,45]. PI3K/AKT/mTOR is often up-regulated in aggressive cancers but is down-regulated in the cluster group with shorter PFS.

### 4.4. Ras/Raf/MEK/ERK Pathway

The Ras/Raf/MEK/ERK signaling cascade is a key pathway involved in cell proliferation, differentiation, and survival [48,49]. Some members of the Ras/Raf/MEK/ERK signaling pathway were up-regulated in the cluster group with shorter PFS, including Ras gene NRAS, Raf genes BRAF and ARAF, and MEK gene MAP2K2, while others, including Ras gene KRAS, Raf gene RAF1, and ERK gene MAPK1, were down-regulated. 

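MAP2K2 had 586 ± 80.6 CPM (SD, n = 6 dogs) in Cluster Group 1 and 31.5 ± 12.8 (SD, n = 9) in Cluster Group 2 at the initial timepoint, and NRAS 124 ± 50.0 and 41.7 ± 11.3. In FPKM values NRAS was 104.1 ± 68.2 and 67.4 ± 16.3, with an adjusted p of 0.8002 from limma.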

The up-regulation and down-regulation of members of the Ras/Raf/MEK/ERK signaling pathway reflects a complex dysregulation of the pathway, but the up-regulation of Ras, Raf, and MEK genes could lead to increased phosphorylation and activation of MAPK1 even if the protein levels are lower.

### 4.5. TGF-β Pathway

The TGF-β signaling pathway regulates cellular processes such as proliferation, apoptosis, and differentiation [50,51,52]. TGF-β acts as a tumor suppressor by preventing uncontrolled cell growth [50,51,52]. In the cluster group with shorter PFS, members of the TGF-β signaling pathway were down-regulated, including TGF-β receptor TGFBR2, as well as SMAD2, SMAD3, and SMAD4. TGFBR2 recruits and phosphorylates TGFBR1 [50,51,52]. This receptor complex subsequently phosphorylates SMAD2 and SMAD3, which form complexes with SMAD4 [50,51,52]. Upon translocation to the nucleus, these complexes regulate the transcription of target genes, which inhibit cell proliferation and induce apoptosis [50,51,52]. The down-regulation of TGF-β in the cluster group with worse PFS could lead to uncontrolled cellular proliferation and evasion of apoptosis.

### 4.6. NF-κB Pathway

The NF-κB pathway is a key regulator of immune response and inflammation [53,54,55,56]. In the cluster group with shorter PFS, members of the NF-κB pathway RELA (p65), RELB, and NFKB2 (p52) were up-regulated and NFKB1 (p50) was down-regulated. In the canonical NF-κB signaling pathway, dimers of p65 and p50 translocate to the nucleus to drive gene expression. This same activity also occurs with dimers of RelB and p52 in the alternative NF-κB pathway [53,54,55,56]. The activation of the canonical pathway promotes immune response, and activation of the alternative pathway promotes inflammation [53,54,55,56]. NFKBIA (IκBα) and IKBKB (IKKβ) were both down-regulated in the cluster group with shorter PFS. IκBα sequesters NF-κB in the cytoplasm, preventing its activation [53,54,55,56]. IKKβ phosphorylates IκBα, targeting it for degradation, allowing NF-κB dimers to translocate to the nucleus [53,54,55,56]. The up-regulation of RELB, NFKB2, and down-regulation of NFKBIA suggest activation of the alternative NF-κB pathway. The down-regulation of NFKB1 suggests the canonical pathway is down-regulated. The combination of up-regulated alternative NF-κB signaling and down-regulated canonical signaling could lead to a dynamic where the immune response is dysregulated and inflammation is promoted. In support of this dynamic, in the cluster group with shorter PFS, inflammatory response-related GO:BP terms were enriched in the up-regulated genes and immune response-related GO:BP terms were enriched in the down-regulated genes.

### 4.7. Chromatin Organization

CTCF plays a critical role in organizing the 3D structure of chromatin by binding to specific DNA sequences, creating boundaries, and forming loops in the chromatin structure, separating different chromatin domains [57,58]. This organization creates topologically associated domains, bringing distant regulatory elements into close proximity or separating them to prevent inappropriate interaction [57,58]. CTCF is essential for the proper regulation of gene expression, and the down-regulation of CTCF in the cluster group with shorter PFS is likely resulting in widespread disorganization of the chromatin structure and aberrant gene expression in the lymphomas of these patients.

### 4.8. DNA Damage Response

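Genes of DNA repair were compared between the cluster groups by single members at the initial timepoint. FANCM, a helicase of crosslink repair, PMS2, of mismatch repair, and XRCC6, of end joining, had log2 fold changes of -7.76, -8.93 and -6.75 in the counts (adjusted p = 1.06e-11, 6.69e-11 and 7.55e-11 from edgeR), with no overlap between the groups' libraries. Their FPKM values were 17.9 ± 9.42, 17.7 ± 4.42 and 17.0 ± 3.13 (SD, n = 6 dogs) in Cluster Group 1 and 14.1 ± 3.24, 17.4 ± 2.29 and 17.0 ± 2.87 (SD, n = 9) in Cluster Group 2. Between the timepoints in Cluster Group 2, TOPBP1 and RPA1, which relay signals of stalled replication, had log2 fold changes of -0.55 and -0.59 (adjusted p = 0.00777 and 0.00529 from DESeq2, 0.0971 from edgeR for both) and were lower in 9 and 8 of 9 dogs.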

For both the comparisons (the cluster group with shorter PFS compared to the cluster group with longer PFS and the cluster group with longer PFS at the six-week timepoint compared to the initial timepoint), GO:BP terms related to DNA damage response were enriched in the down-regulated genes. DNA damage normally results in either cell cycle arrest to allow DNA repair mechanisms to repair the DNA damage before continuing through the cell cycle or apoptosis if the damage cannot be repaired. Many chemotherapeutic drugs, including agents of CHOP, induce apoptosis by damaging DNA. Each agent in CHOP has a unique mechanism of action. Cyclophosphamide forms cross-links both between and within DNA strands [12]. Doxorubicin stabilizes the topoisomerase II complex during replication, preventing the DNA double helix from being resealed [13]. Vincristine binds to the tubulin protein, preventing the formation of microtubules and interfering with chromosome separation during metaphase [14]. Prednisone is a glucocorticoid that induces apoptosis [15]. Deficiencies in DNA damage response can contribute to chemoresistance if the cancer cell cycle fails to be arrested in response to the DNA damage inflicted by the chemotherapeutics, thereby allowing the cells to proceed through the cell cycle unrepaired [59]. The genes related to DNA damage were driving the enrichment of the TRANSFAC transcription factor motif terms in both comparisons, suggesting that the gene expression changes in these genes could be linked through transcription factors. 

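DNA repair and replication genes and markers of other cells were followed in the same dogs of Cluster Group 2. In dogs 025 and 034, the T-cell score in log2(FPKM+1) changed by 3.63 and 2.54 and the DNA replication score by -1.12 and -1.25. In dog 033 the T-cell score changed by -0.53 and the DNA replication score by -0.76, along with the B-cell score, from 5.72 to 5.01, and that of genes all leukocytes express, from 6.38 to 5.85, while the sum of its FPKM values rose from 1193609 to 2253173. In dog 036, immunophenotyped as T-cell lymphoma, so that the T-cell score includes the tumor, they changed by -1.28 and -0.49, and the B-cell score went from 1.96 to 4.85 and the myeloid score from 1.29 to 3.28. Genes of glucocorticoid response passed DESeq2's test for 2 of 7 members, both higher at the six-week timepoint (4 when adjusted over the list alone). Among the members that the tables of other comparisons name, 0 of 4 passed (1 over the list alone).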

In the cluster group with longer PFS, the enrichment of GO:BP terms related to DNA damage response in the genes down-regulated at the six-week timepoint compared to the initial timepoint suggests the selective pressure of CHOP treatment on the tumor cell population selects for cells with reduced DNA damage response and further suggests down-regulated DNA damage response is a driver of resistance to CHOP in the cluster group with shorter PFS.

### 4.9. ATP Binding Cassette (ABC) Transporters

The up-regulation of members of the ATP binding cassette (ABC) transporter family is an important contributor to multi-drug resistance, as these molecules are able to efflux chemotherapeutic compounds from cancer cells [60,61]. The most important ABC transporters related to drug resistance include ABCB1 (MDR1/P-glycoprotein), ABCC1 (MRP1), and ABCG2 (BCRP) [60,61]. ABCB1 was significantly up-regulated in the cluster group with longer PFS at the six-week timepoint compared to the initial pre-treatment timepoint. ABCB1 is a known cause of chemoresistance and relapse in cL [62]. Increasing ABCB1 expression has been shown to induce resistance to CHOP members doxorubicin and vincristine in cL cell lines [63]. A longitudinal study associated multi-drug resistance with increased ABCB1 expression in B-cell cL and increased ABCG2 expression in T-cell cL [64]. Efforts to develop ABCB1 as a therapeutic target in cL have been mostly unsuccessful. PSC-833, an inhibitor of ABCB1, has shown to be effective in reducing resistance to doxorubicin and vincristine in cL cell lines but failed to prolong remission in a clinical setting [65,66]. L-asparaginase is not targeted by ABCB1 for efflux and is often added to cL rescue protocols; however, studies show variable effectiveness in clinical settings [67,68]. The up-regulation of ABCB1 in the tumor cell population of the cluster group with longer PFS at the six-week timepoint compared to the initial timepoint supports previous research implicating ABCB1 in acquired multi-drug resistance and relapse in cL. In contrast, the cluster group with shorter PFS had down-regulated ABCB1 compared to the cluster group with longer PFS at both timepoints, suggesting drug efflux via ABCB1 is not a mechanism of treatment resistance in the shorter PFS cluster group.

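At the six-week timepoint, ABCB1 had 1.07 ± 0.712 CPM (SD, n = 6 dogs) in Cluster Group 1 and 16.6 ± 14.5 (SD, n = 9) in Cluster Group 2 (log2 fold change -4.35, SE 0.701, adjusted p = 1.04e-05 from edgeR). Its FPKM values were 4.30 ± 4.73 and 4.19 ± 3.97 (log2 fold change -0.15, SE 0.578, adjusted p = 0.987 from limma). ABCG2 had 0.4001 ± 0.410 and 7.14 ± 1.296 CPM and FPKM values of 1.53 ± 1.57 and 2.97 ± 1.20. From the lower counts of ABCB1 at both timepoints, the paper proposes that efflux by ABCB1 is not how the tumors of the cluster group with shorter PFS resist treatment.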

## 5. Conclusions

The results presented here highlight biological processes involved in CHOP treatment resistance in cL. Our findings identify and characterize two transcriptionally distinct groups of cL patients with significantly different responses to CHOP chemotherapy. The clear differentiation in gene expression profiles of the groups at the initial pre-treatment timepoint suggests these results could have clinical significance in identifying patients who will not respond well to CHOP therapy before treatment starts. The significantly differentially expressed genes described here could inform the development of clinical tests based on detection at the gene expression level with qPCR, microarrays, or detection at the protein expression level with immunohistochemistry, enzyme-linked immunosorbent assays, or Western blotting. The ability to detect these patients prior to initiation of chemotherapy could allow for the employment of alternative treatments, possibly targeting the pathways described in this study. However, it is not clear specifically which of the several pathways we have identified are most responsible for the differences in CHOP response. As well, a lack of current therapies to target many of the identified pathways is a major challenge in moving our findings into clinical practice. In the short term, it may be practical to identify a limited number of genes that can be employed in such rapid biomarker tests to stratify patients away from CHOP to first-line rescue chemotherapy. Furthermore, identifying patients who will respond poorly to CHOP could allow for more accurate prognosis determination, which may affect decisions about the costs/benefits of treatment.

This study is primarily limited by its small sample size and also by limited knowledge of sample subtypes. Future studies of larger patient cohorts and complete immunophenotyping could further validate the existence of these subtypes and determine whether the subtype with shorter PFS corresponds to one or more known subtypes of lymphoma. More detailed analysis of how the observed differences relate to lymphoma subtypes (B-cell vs. T-cell) would also be valuable, as would comparison with human non-Hodgkin lymphoma. Future research could focus on investigating gene expression changes between the initial diagnosis and subsequent cycles of CHOP chemotherapy as an aid in identifying the development of CHOP resistance in initially responsive patients.

## Figures and Tables

**Figure 1:**
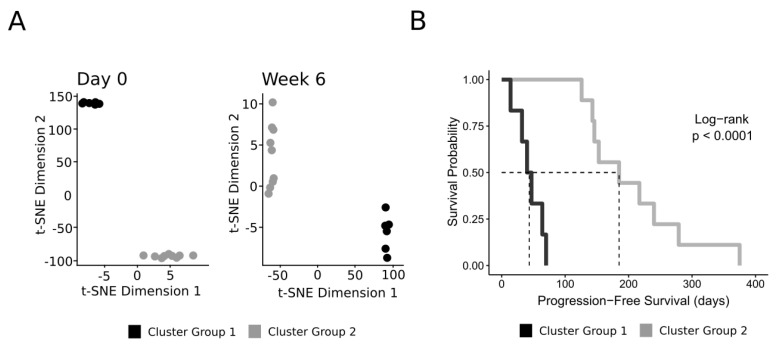
(**A**) t-SNE of transcript count gene expression data from samples from 15 dogs with lymphoma taken prior to treatment and six weeks into treatment with CHOP. The cluster of six patients is shown in black, and the cluster of nine patients is shown in gray. (**B**) Kaplan–Meier plot of PFS for the clusters shown in (**A**).

**Figure 2:**
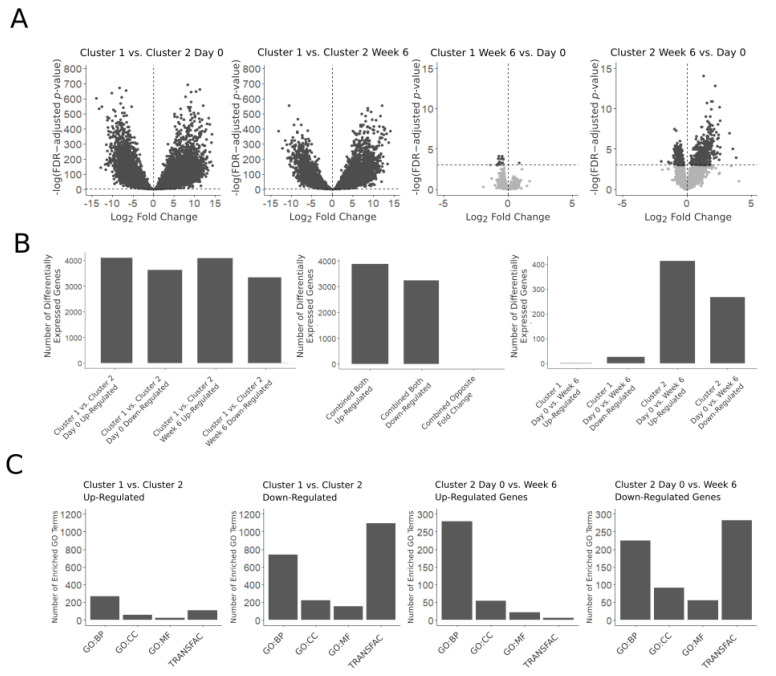
(**A**) Volcano plots showing DESeq2 differential gene expression results comparing the two cluster groups at the initial timepoint, comparing the two cluster groups at the six-week timepoint, comparing Cluster Group 1 at the six-week timepoint to the initial timepoint, and comparing Cluster Group 2 at the six-week timepoint to the initial timepoint. Significantly differentially expressed genes are shown in dark gray, and non-significantly differentially expressed genes are shown in light gray. (**B**) Bar charts showing the number of differentially expressed genes from the comparisons in (**A**). (**C**) Bar charts showing the number of significantly enriched terms in the differentially expressed genes in (**A**).

**Figure 3:**
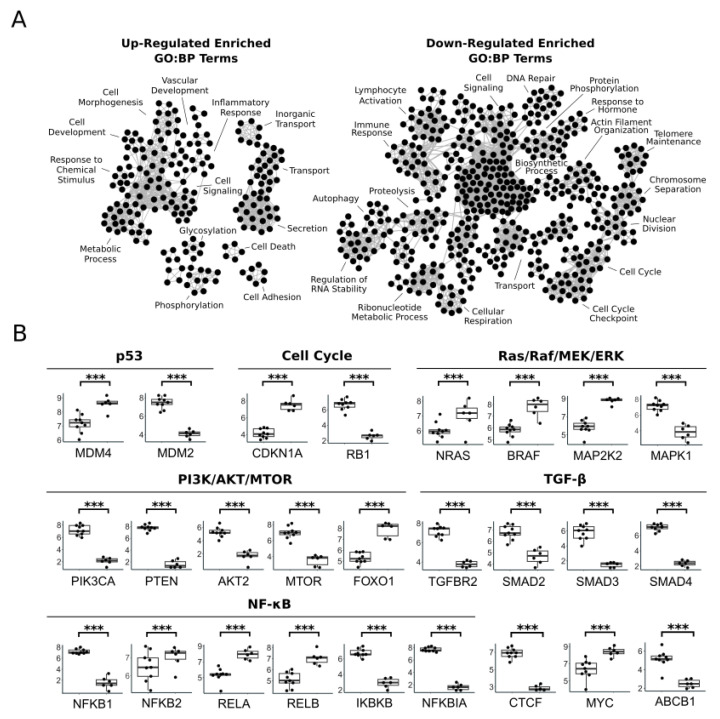
(**A**) Enrichment maps showing select significantly enriched GO:BP terms in the list of up-regulated and down-regulated significantly differentially expressed genes comparing the two clusters at the initial timepoint and at the six-week timepoint. Nodes in the network represent significantly enriched GO:BP terms, and edges represent shared genes between the gene sets of the terms the edge connects. (**B**) Boxplots showing log normalized transcript counts from the initial timepoint for specific differentially expressed genes. Cluster Group 1 is shown on the right, and Cluster Group 2 is shown on the left in each box plot. DESeq2 FDR-adjusted *p*-value < 0.0001 (***).

**Figure 4:**
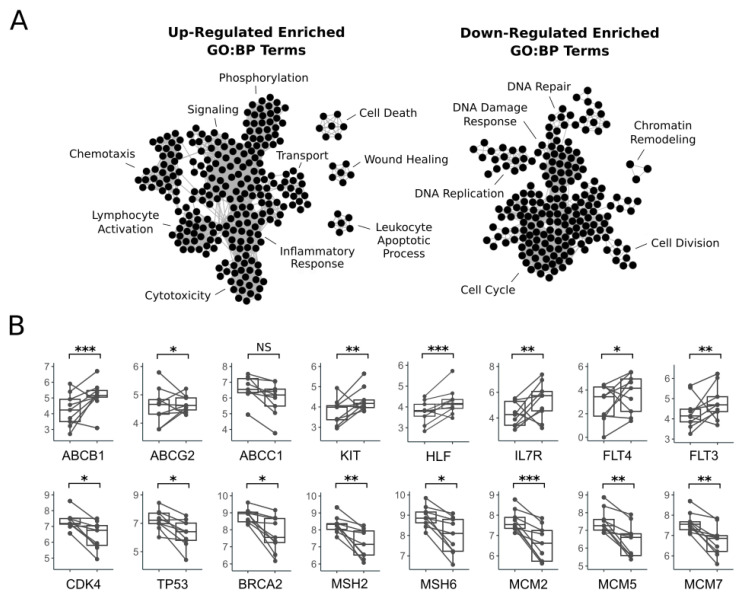
(**A**) Enrichment maps showing select significantly enriched GO:BP terms in the lists of up-regulated and down-regulated significantly differentially expressed genes comparing Cluster Group 2 at the six-week timepoint to the initial timepoint. Nodes in the network represent significantly enriched GO:BP terms, and edges represent shared genes between the gene sets of the terms the edge connects. (**B**) Boxplots showing log normalized transcript counts for specific differentially expressed genes. The initial timepoint is shown on the left, and the six-week timepoint is shown on the right in each box plot. The expression values for each patient are connected between the timepoints. DESeq2 FDR-adjusted *p*-value < 0.05 (*), < 0.001 (**), < 0.0001 (***), > 0.05 non-significant (NS).

**Table 1:** Demographic characteristics of the cohort of 15 dogs.

Characteristic		Number (%)
Age (years)		7.5 ± 2.1 (Mean ± SD)
Sex	Male	2 (13.3%)
	Neutered male	8 (53.3%)
	Female	0 (0%)
	Spayed female	5 (33.3%)
Breed	Mixed breed	3 (20%)
	Golden retriever	5 (33.3%)
	Labrador retriever	1 (6.7%)
	Mastiff	1 (6.7%)
	Dalmatian	1 (6.7%)
	Cocker spaniel	1 (6.7%)
	Standard poodle	1 (6.7%)
	Maltese terrier	1 (6.7%)
	Wire haired fox terrier	1 (6.7%)
Stage	III	8 (53.3%)
	IV	2 (13.3%)
	V	5 (33.3%)
Immunophenotype	B-cell	7 (46.7%)
	T-cell	3 (20%)
	Unknown	5 (33.3%)

**Table 2:** Sample clinicopathologic characteristics.

Cluster Group	Immunophenotype	Stage	PFS (Days)
1	B-cell	III	47
1	B-cell	III	32
1	B-cell	V	14
1	T-cell	III	70
1	Unknown	V	64
1	Unknown	V	40
2	B-cell	III	146
2	B-cell	IV	217
2	B-cell	V	185
2	B-cell	V	240
2	T-cell	III	143
2	T-cell	III	375
2	Unknown	III	126
2	Unknown	III	279
2	Unknown	IV	153

## Data Availability

The RNA sequencing dataset supporting the conclusions of this article is available in the NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE179920 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179920, accessed on 29 October 2024). Other data that support the conclusions of this article are included within the article and its additional files.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vetsci11110540/s1, Table S1: Cluster 1 vs. Cluster 2 initial timepoint DESeq2 results; Table S2: Cluster 1 vs. Cluster 2—6-week timepoint DESeq2 results; Table S3: Cluster 1 vs. Cluster 2 g:Profiler enrichment results of genes up-regulated at both timepoints; Table S4: Cluster 1 vs. Cluster 2 g:Profiler enrichment results of genes down-regulated at both timepoints; Table S5: Cluster 1—6-week vs. initial timepoint DESeq2 results; Table S6: Cluster 2—6-week vs. initial timepoint DESeq2 results; Table S7: Cluster 2—6-week vs. initial timepoint g:Profiler enrichment results of up-regulated genes; Table S8: Cluster 2—6-week vs. initial timepoint g:Profiler enrichment results of down-regulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

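RNA of fine needle aspirates of enlarged lymph nodes from 15 dogs with lymphoma was sequenced before treatment and after 6 weeks of CHOP, in 30 libraries. The authors aligned reads with HISAT2 2.1.0 and assembled and counted transcripts with StringTie 1.3.3 against CanFam3.1, as their processing notes state. Read counts per gene, as deposited by the authors, are unscaled whole numbers summed over transcripts. FPKM values per gene, as deposited by the authors, are scaled by transcript length and sequencing depth and not log-transformed. Both cover the same 32704 Ensembl gene IDs and the same libraries. No read was aligned anew.

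The dogs of each cluster group were identified from the paper's own tables of mean normalized counts. For every choice of 6 of the 15 dogs, the mean counts normalized by DESeq2's size factors were computed over the 12 libraries of the 6 dogs and the 18 libraries of the other 9. One choice gave the base means of Tables S5 and S6, with largest relative differences of 5.11e-15 and 8.44e-15, and the next choice differed by a median of 0.0249 and 0.0127. Samples of a dog were paired by the number in their names. The pair of dog 031_032, whose samples carry different numbers, was made by elimination. As a check of the pairing, the deviation of each library from its group's mean was correlated between the 2 libraries of a dog across genes. The median correlation was 0.629, the lowest -0.168 and that of dog 031_032 0.244; 14 of 15 dogs were above 0.1, but only 9 of 15 correlated best with their own partner, so that the check is weak for single dogs. No 2 libraries of a group were copies of each other (lowest chi-square per degree of freedom 15.3 over 219 pairs).

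The order of gene IDs was checked by comparing each gene's profile of counts over the libraries of a group with the FPKM profiles of all gene IDs. Genes with at least 200 counts in every library and an FPKM of at least 1 were used, and a match was accepted when its distance was under 0.5 of the next. In Cluster Group 2, 3196 of 3197 genes had 1 clear partner, which had the same gene ID for 3196. In Cluster Group 1, 4404 of 4407 had 1 clear partner, which had the same gene ID for 140. The counts of Cluster Group 1 were therefore also analysed after moving them to the gene ID of the matching FPKM value. For this, the expected count of each gene was computed from its FPKM in Cluster Group 1 and the counts per FPKM of the same gene in Cluster Group 2, which placed 11502 of 11504 genes with an expected count above 50. On simulated data in which the order was known, 99.97% of genes were placed, 100% of them rightly. The counts as deposited stayed the main values, since the paper's tables carry the same pairing of gene IDs and values, and the re-ordered counts were an alternative chosen after the data were examined.

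Comparisons between cluster groups and between timepoints used edgeR 4.0.16 in R 4.3.3, with TMM factors, a quasi-likelihood test, the dog as a block between timepoints, and a Benjamini-Hochberg adjusted p under 0.05. Genes with a mean normalized count above 50 were tested. DESeq2 1.42.0 was run with a Wald test, over all gene IDs and not protein-coding genes alone. Between timepoints a dog factor was included, as in the paper. The FPKM values were tested with limma 3.58.1 on log2(FPKM+1), for genes with a mean FPKM above 1, and with a pseudocount of 0.1. The difference in change between the groups was tested as an interaction. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 was used for t-SNE with a perplexity of 4, hierarchical clustering, exact permutation tests and marker scores. A marker score is the mean over a gene list of log2(FPKM+1) or log2(CPM+1). Permutation tests of scores enumerated every choice of dogs or every sign, two-sided.

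Total counts per library were 4318394 to 43413353, with medians of 16327922 in Cluster Group 1 and 16087249 in Cluster Group 2. On simulated data with 200 changed genes, edgeR recovered 7.2% of 2-fold and 55.2% of 4-fold changes between groups at the initial timepoint, 4.2% and 50.5% at the six-week timepoint, 37% and 89.8% between timepoints in Cluster Group 2, 79% and 100% between timepoints in Cluster Group 1, and 0 of 95 and 37.4% for the difference in change between the groups. DESeq2 recovered 28.9% and 81.1%, 11.8% and 81.3%, 64.7% and 97.9%, 90.9% and 100%, and 4.1% and 59.2%. In the same order, edgeR also called 0, 6, 8, 9 and 0 unchanged genes, and DESeq2 19, 32, 46, 25 and 10. For DESeq2 over time in Cluster Group 2, the 46 false calls stood beside 64 recovered 2-fold and 94 recovered 4-fold changes. Small changes were missed in each comparison, most often in the test of the difference in change, and a gene that did not pass is not shown to be unchanged.

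The alternatives chosen before the data were examined were DESeq2's size factors and library size in place of TMM, other filters on low counts, DESeq2, the FPKM values, B-cell dogs alone, unpaired tests, and leaving out dogs by edgeR. Chosen afterwards were leaving out dogs by DESeq2, and leaving out dog 036 between the groups, over all dogs and for the difference in change. Most alternatives changed 1 choice. The FPKM values changed the values, the tool and the filter together, DESeq2 came with its own normalization, and the re-ordering was joined with a tool or with B-cell dogs and the leaving out of dogs with DESeq2 in some. Other groupings of the libraries, or flips of the timepoints within dogs, were drawn up to 100 times. The number of draws was set by run time, and for DESeq2 between the groups on re-ordered counts and over time in Cluster Group 2 it was changed after a first run had been seen, with the same reading. Groupings of the deposited counts by cluster group, and those of comparisons with 0 genes, were read as undecided on chance only after their values had been seen; the former had first been read as excluding chance and the latter as leaving it possible. The condition for a relation between scores across dogs, that it also hold without the 2 dogs it rests on, was added after its value was seen and made the reading less certain.

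Genes were named by a rule set before the data were examined, with the values in the paper's tables already seen. It covers the genes the paper names for a comparison, the 10 largest rises and falls of each comparison among genes that passed and separated the groups or changed the same way in all dogs but at most 1, up to 4 members of each discussed gene list with the smallest adjusted p, and a fixed set of marker and housekeeping genes. Gene lists were fixed in advance, and those of the paper's pathways were chosen by the study on these samples. Symbols came from Tables S1, S2, S5 and S6. The first 1999 of 8614, 1999 of 8346, 1999 of 5880 and 1998 of 7159 genes of these tables were used, and name 5086 gene IDs. Since these tables are sorted by p-value, tests of whole gene lists were left out, as were enrichment tests against the tables of GO terms. Most but not all lists for Cluster Group 2 over time are also given for the members that the other tables name. These list tests had been planned. A restriction to protein-coding genes, or else to genes with a symbol, had been planned as well and was not applied, because the annotation used here carries no Ensembl gene IDs and the symbols come from tables sorted by p-value; all gene IDs were tested instead. Some of the genes the paper names are not reported here. PFS was not analysed here.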

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

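The tests on re-ordered counts, the DNA replication tests and all counts of other groupings apart from that of the initial libraries by edgeR were chosen after the results were seen.

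Dog 029 of Cluster Group 1 stood apart from the other dogs of its group at both timepoints in FPKM values, with fewer transcripts of proliferation. Its mean log2(FPKM+1) was 3.36 and 3.07 over mitosis genes, where the nearest dog had 4.64 and 4.57, and 3.78 and 3.61 over DNA replication genes, where the nearest had 4.67 and 4.65. It also had the highest score of stromal and endothelial genes at the six-week timepoint, 2.51 against 1.31 in the nearest dog. At the initial timepoint its cytotoxic, myeloid and all-leukocyte scores were the highest of its group, 3.24, 3.54 and 7.07 against 2.35, 2.58 and 6.63. Its T-cell score was 5.56, against 5.66 in dog 028, with T-cell lymphoma, and 1.76 in the next dog. These scores are not among the 12 below. Why its proliferation scores were low was not tested. Dogs 028 and 036, immunophenotyped as T-cell lymphoma, had the lowest B-cell scores of their groups at the initial timepoint, 2.83 and 1.96 against 4.94 and 4.99 in the nearest dogs, and dog 036 the highest T-cell score of Cluster Group 2, 5.66 against 2.84. The plasma cell score of dog 028 was 2.07 at the six-week timepoint, where the nearest dog had 3.51, and that of dog 034 was 5.40 at the initial timepoint, where the nearest had 3.89. Total counts of dog 037 were 43413353 at the initial timepoint, against 24096548 in the next, and the FPKM values of dog 033 summed to 2253173 at the six-week timepoint, against 1540381. A library stood apart in this way in 12 of 48 sets of libraries examined, where chance gives about 1 in 20 of independent sets; since these share libraries and related scores, the 12 were not tested against chance.

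Most genes differed in the counts between the cluster groups: 14987 of 16608 at the initial timepoint by edgeR, while FPKM values of the same libraries gave 0 by limma (863 at an unadjusted p under 0.05). Library depth is excluded, with group medians within a ratio of 1.297, and so is the cell of origin, since B-cell dogs alone gave 14692 genes, 0.9803 of the number over all dogs. Since the groups were made by clustering these same counts, other groupings cannot decide on chance, although 1 of 100, the real one, gave as many and the next gave 6698, and 1 of 100 with a next of 6273 for the 14163 genes of the six-week timepoint. The gene IDs beside most counts of Cluster Group 1 belong to other genes, a candidate explanation that the values bear out. The paper does not make this comparison. Group means of log2(CPM+1) correlate across genes at 0.136, against 0.961 in FPKM. The counts of 140 of 4407 genes of Cluster Group 1 follow the FPKM profile of their own gene ID, against 3196 of 3197 in Cluster Group 2. Of the 4407, 4404 had 1 clear FPKM partner. For 100% of these, the counts per FPKM lay within 1% of those of the same gene in Cluster Group 2. In Cluster Group 1, 18620 pairs of a gene and a library have 100 or more counts with an FPKM of 0, against 0 in Cluster Group 2. With the counts moved to the matching gene IDs, the group means correlate at 0.9804 over the 20899 genes matched. The matching used the counts per FPKM of Cluster Group 2, so that this correlation is not separate evidence. Genes with almost no reads in 1 cluster group could be missing from these counts. In them edgeR finds 2 genes at the initial timepoint. This number was reached in 3 of 100 groupings, the real one among them. The highest other gave 180, many times the real count, so that the 2 genes are weak evidence of a difference. Chance is not excluded for the 1160 at an unadjusted p under 0.05 (17 of 100, highest other 2844) or for the 49 by DESeq2. A biological difference between tumors of dogs with shorter and longer PFS therefore stays open, and PFS was not analysed here.

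More genes changed with time in Cluster Group 2 than in Cluster Group 1 by DESeq2, 1133 against 76, while edgeR found 0 in both (3700 and 1504 at an unadjusted p under 0.05 with TMM, 1947 and 1274 with DESeq2's size factors, 1820 and 814 by library size). DESeq2 gave no adjusted p to 6843 of 11477 genes in Cluster Group 1, against 0 of 11510 in Cluster Group 2. The 2 numbers therefore do not rest on like sets of genes, and how far this moved them was not tested. In Cluster Group 2 chance is unlikely for the number by DESeq2, with 1 of 50 sign flips of the dogs, the real one, giving as many genes. The next flip gave 819, and 50 flips cannot show a share below 1 of 50, so that chance is not fully excluded. In Cluster Group 1 chance is not excluded, with 3 of 32 flips and a highest other of 332, several times the real count. Why that flip gave more genes was not tested. The number of dogs, 9 against 6, stays open: choices of 6 of the 9 dogs gave a median of 269.5 genes (6 to 3712), more than in Cluster Group 1 in 66 of 84 choices, and on simulated data, which exclude nothing here, DESeq2 recovered more 2-fold changes in Cluster Group 1 (90.9%) than in Cluster Group 2 (64.7%). A lower share of tumor cells and more T, NK and myeloid cells in the six-week aspirates stays open as well, since scores of all 3 other cell types rose and both proliferation scores fell in 4 of 9 dogs and all 5 scores fell in dog 033, which says little, as its score of genes all leukocytes express also fell (6.38 to 5.85) while the sum of its FPKM values rose from 1193609 to 2253173, and in dog 036, with T-cell lymphoma, the T-cell score includes the tumor, which is unclear for dog 038, immunophenotyped alike but with a B-cell score of 5.75 and a T-cell score of 2.33 at the initial timepoint. The test of the difference itself gave 250 genes by edgeR and 2137 by DESeq2 in the counts as deposited, where most counts of Cluster Group 1 belong to other genes. After the counts of Cluster Group 1 were re-ordered it gave 0 by edgeR (1373 at an unadjusted p under 0.05) and 5 by DESeq2. In the re-ordered counts few single genes are therefore shown to change differently. On simulated data the test recovered 0 of 95 2-fold changes by edgeR and 4 of 97 by DESeq2. The simulated data held 16238 and 16024 genes, near the 16473 and 16216 tested as deposited. Its recovery on the 11700 and 11549 genes of the re-ordered counts was not tested.

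DNA replication genes fell with time in Cluster Group 2, with no such fall in the mean of Cluster Group 1, by a difference in score of 0.59 in FPKM (exact permutation adjusted p = 0.0264 over 11 lists; lower in 8 of 9 and 3 of 6 dogs) and 0.61 in the re-ordered counts (adjusted p = 0.0308; 8 of 9 and 3 of 6); the 0.70 in the counts as deposited (adjusted p = 0.00879) does not support it, since most counts of Cluster Group 1 there belong to other genes. Over the 23 members that the tables of other comparisons name, the score was lower in 9 of 9 and 3 of 6 dogs. The difference was 0.57 in FPKM and 0.58 in the re-ordered counts (exact permutation p = 0.00280, adjusted p = 0.0308 for both). The test that permutes dogs between the groups is the one that gave this difference. It therefore cannot decide separately on the larger number of dogs in Cluster Group 2. The mean change in FPKM was -0.57 in Cluster Group 2 and 0.00154 in Cluster Group 1. A lower share of tumor cells in the six-week aspirates would lower the score most where other cells rose most: over the 9 dogs, its change correlated with the mean change of the T-cell, cytotoxic and myeloid scores at r = -0.665 (exact permutation p = 0.0490, adjusted p = 0.0979 over 2 relations; Spearman -0.483, p = 0.194), but without dogs 025 and 034, on which this rests, r was 0.111 over 7 dogs, and in dog 036, with T-cell lymphoma, a smaller share of tumor cells would lower the T-cell score, so that the measure runs the wrong way there, and it is unclear in dog 038, immunophenotyped alike. Less DNA replication in the tumor cells themselves under CHOP therefore cannot be told apart from a smaller share of tumor cells, because 9 dogs are few, 2 of them carry the relation and the measure is unsuited to dog 036 and in doubt for dog 038. The difference between the groups was also not shown to be specific to DNA replication. Its median over single genes in FPKM was 0.60 for DNA replication, 0.70 for mitosis, 0.53 for oxidative phosphorylation and 0.47 for DNA repair genes. It was 0.44 for proteasome and 0.43 for ubiquitously expressed genes, 0.16 for ribosomal protein genes and -0.06 for genes all leukocytes express.

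Other scores passed the test of a different change in the 2 groups in the counts as deposited and not in the other values: cytotoxic genes by -1.17 (Cluster Group 1 minus Cluster Group 2; exact permutation adjusted p = 0.0381; higher in 4 of 6 and 8 of 9 dogs) and mitosis genes by 0.78 (adjusted p = 0.0381; lower in 1 of 6 and 7 of 9). In FPKM values the same differences were -0.86 (p = 0.0448, adjusted p = 0.164; higher in 3 of 6 and 7 of 9) and 0.65 (p = 0.0244, adjusted p = 0.134; lower in 4 of 6 and 8 of 9), and in the re-ordered counts -1.06 and 0.68 (p = 0.0332 and 0.0268, adjusted p = 0.122 for both). Most counts of Cluster Group 1 as deposited belong to other genes, so that the first 2 differences are not shown for cytotoxic and mitosis genes; those in the other values, nearly as large, are neither shown nor excluded.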

How the results depend on the processing

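The re-ordered counts, DESeq2 and FPKM for the interaction, DESeq2 without single dogs, FPKM over all dogs and for both timepoints together, and FPKM for single genes were chosen after the results were seen. So was leaving out dog 036 between the cluster groups, over all dogs and for the difference in change.

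Between the cluster groups, the numbers of genes stayed within 1.5 times 14987 and 14163 under DESeq2's size factors, library size, filterByExpr, DESeq2, B-cell dogs alone and without dog 036 (14692 to 18866 at the initial and 13470 to 19079 at the six-week timepoint). With no filter they were 24168 and 23585, where more genes were tested. In FPKM they were 0 and 1 with a pseudocount of 1 and 0 and 1 with 0.1, after re-ordering 2 and 0 by edgeR, 49 and 45 by DESeq2, and 1 and 0 for B-cell dogs. Genes passing at both timepoints were 13634 by DESeq2 and 13837 by library size against 13728, but 0 and 11 after re-ordering, by edgeR and DESeq2, and 0 in FPKM. Dogs placed as in the cluster groups, 15 of 15, became 9 and 9 by t-SNE of FPKM, 9 and 9 of the re-ordered counts, 9 and 8 by hierarchical clustering of FPKM, 9 and 10 of the re-ordered counts, and 14 at the six-week timepoint by t-SNE of unscaled counts; the other settings of perplexity, genes and linkage kept all 15. The correlation of group means across genes, 0.136 at both timepoints, was 0.961 and 0.961 in FPKM. It was negative, -0.418 and -0.420, over genes with a mean count above 50, where genes low in both groups are left out. After re-ordering it was 0.9804 and 0.979 over the 20899 genes matched, where the matching itself used the counts per FPKM of Cluster Group 2. Immunophenotype marker differences kept their sign in FPKM and after re-ordering.

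Between timepoints, edgeR's 0 genes stayed 0 under both other normalizations, without the pairing of dogs, without any single dog, after re-ordering and in FPKM in either cluster group. With no filter the numbers were 7 in Cluster Group 1, 1 in Cluster Group 2 and 1 over all dogs, and with filterByExpr 1 over all dogs. DESeq2 gave 76, 1133 and 368, and after re-ordering 23, 1197 and 935. Leaving out 1 dog moved the DESeq2 count of Cluster Group 1 to between 10 and 244 (244 without dog 024, 21 without 027, 31 without 028, 36 without 029, 10 without 030, 30 without 035) and that of Cluster Group 2 to between 306 and 1620 (306 without 025, 397 without 034, 419 without 038, fewer than 1.5 times away without the other 6), and 6 of the 9 dogs gave a median of 269.5. Genes that changed differently between the groups, 250 by edgeR, were 757 with DESeq2's size factors, 618 with library size, 67 with no filter, 94 with filterByExpr, 2137 by DESeq2, 249 to 437 without dog 031_032 or 036, 0 in FPKM and, after re-ordering, 0 by edgeR and 5 by DESeq2.

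Of the genes named from the paper, DESeq2 kept direction and side of the threshold for 35 of 39 and 38 of 42 between groups and 22 of 24 and 22 of 41 between timepoints (Cluster Group 1, Cluster Group 2), with 16 in Cluster Group 2 newly past it; FPKM kept 0 of 38, 3 of 42, 10 of 23 and 36 of 39. The direction reversed by DESeq2 for CDK2 0.23 (log2 fold change, initial), APC 0.17, IL7R 0.54 (six-week), MSH6 0.00949 (Cluster Group 1 over time) and BRAF 0.0766, IKBKB 0.20, RELB 0.14 (Cluster Group 2 over time). In FPKM it reversed at the initial timepoint for ABCB1 0.42, APC 0.19, BRAF -0.16, BRCA2 0.15, CCNA2 0.46, CDK1 0.19, CDK2 0.22, CDK4 -0.21, CTCF 0.18, HIF1A 0.35, IKBKB 0.40, MAP2K2 -0.43, MYC -0.45, NFKB2 -0.94, PIK3CA 0.0431, RB1 0.13, RELA -0.27, RELB -0.32, SMAD2 0.14, SMAD4 0.21, TGFBR2 0.83; at the six-week timepoint for AKT2 0.0995, APC 0.18, BAD -0.30, BRAF -0.29, BRCA2 0.82, CCNA2 1.22, CCNE2 0.57, CDK1 0.95, CTCF 0.42, FLT3 -0.11, HIF1A 0.35, IKBKB 0.18, MAP2K2 -0.20, MCM2 0.58, MCM5 0.39, MCM7 0.52, MSH6 0.37, NFKB2 -0.72, PIK3CA 0.37, RB1 0.0333, RELA -0.17, RELB -0.30, SMAD2 0.21, SMAD4 0.17, TGFBR2 0.32; over time in Cluster Group 1 for CCNB2 -0.0332, CDK4 0.12, CDKN1A 0.34, FOXO1 0.0923, IL7R 0.13, MAP2K2 0.22, MDM2 0.0440, MSH6 0.0251, MYC 0.25, NFKB2 0.16, RELA 0.0756, RELB 0.17, TGFBR2 0.0259; and over time in Cluster Group 2 for BRAF 0.0775, IKBKB 0.20, RELB 0.15. The adjusted p of these FPKM changes lay above the threshold. Apart from the order of gene IDs, the cause was not tested. Median log2 fold changes over all genes were -0.16 by TMM and 0.81 by DESeq2's size factors at the initial and -0.10 and 1.21 at the six-week timepoint. Protein-coding genes alone, list tests with an estimated correlation between genes and list tests without pairing were not run. Depth limits genes with few reads, and the shallowest library had 4318394 counts.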

Differences from the paper's values

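The re-ordered counts were chosen after the values were seen; all other settings in this part were set before the data were examined. The paper's threshold, an adjusted p under 0.05 with a mean count above 50, was used, but over all gene IDs and not protein-coding genes alone, so that more genes were tested here.

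Between the cluster groups at the initial timepoint, edgeR found 14987 genes, 7332 up-regulated and 7655 down-regulated, against the paper's 7721, 4095 and 3626. It found 14163, 6933 and 7230 at the six-week timepoint, against the paper's 7416, 4077 and 3339. No alternative set before the data were examined came within 1.5 times of the paper's 6 numbers: DESeq2's size factors, library size, no filter, filterByExpr, DESeq2 and B-cell dogs alone gave 14692 to 24168 and 13470 to 23585 genes, and FPKM values with a pseudocount of 1 or 0.1 gave 0 and 1. At both timepoints, 6760 genes were up-regulated, 6968 down-regulated and 1261 neither, against the paper's 3874, 3236 and 829; DESeq2 gave 855 for the last, within 1.5 times, but 7815 and 5819 for the others, and library size gave 6653, 7184 and 1311, all 3 more than 1.5 times the paper's. With the counts of Cluster Group 1 re-ordered, edgeR found 2 and 0 genes and DESeq2 49 and 45.

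Between timepoints in Cluster Group 1, edgeR found 0 genes, 0 up-regulated and 0 down-regulated (1504 at an unadjusted p under 0.05), against the paper's 27, 2 and 25. DESeq2 gave 76, 0 and 76 and no filter 7, 6 and 1; these and DESeq2's size factors, library size, filterByExpr, no pairing of dogs and FPKM, with 0 each, all differ from the paper's 3 numbers, and re-ordered counts, chosen after the values were seen, gave 23, 5 and 18 by DESeq2, within 1.5 times of the first and last, a comparison of numbers alone, since re-ordering moves the counts to other gene IDs. DESeq2 on the counts as deposited called 20 of the paper's 27 genes, and edgeR gave all 27 the paper's sign. In Cluster Group 2 edgeR found 0, 0 and 0 (3700 at an unadjusted p under 0.05, 1947 with DESeq2's size factors and 1820 by library size), against the paper's 680, 413 and 267. DESeq2 gave 1133, 617 and 516, of which the up-regulated genes lie within 1.5 times, and no filter gave 1, 0 and 1, and the other settings 0. DESeq2 called 624 of the paper's 680 genes, and edgeR gave 677 of the 678 it tested the paper's sign.

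Log2 fold changes of single genes are compared where the first part of the paper's tables, used here, holds the gene. At the initial timepoint, 19 of 19 differed by more than the larger standard error, all with the paper's sign and by a median of -1.03 (DESeq2 -0.41). These differences run only from -1.10 to -0.951 (DESeq2 -0.416 to -0.392), so that the genes share nearly 1 shift and are not 19 separate differences; its cause was not tested. Those within that error of the paper's value by DESeq2 were CDK1 -7.13 against the paper's -6.14 (DESeq2 -6.55); NFKBIA -8.93 against the paper's -7.91 (DESeq2 -8.31); SMAD4 -8.39 against the paper's -7.44 (DESeq2 -7.84). Those outside it by DESeq2 too were BAD 3.68 against the paper's 4.72 (DESeq2 4.31); CDKN1A 5.46 against the paper's 6.51 (DESeq2 6.12); CTCF -7.24 against the paper's -6.21 (DESeq2 -6.61); FOXO1 4.02 against the paper's 5.12 (DESeq2 4.71); HIF1A -5.55 against the paper's -4.48 (DESeq2 -4.88); IKBKB -6.25 against the paper's -5.24 (DESeq2 -5.64); MAP2K2 4.05 against the paper's 5.11 (DESeq2 4.71); MCM2 -8.50 against the paper's -7.50 (DESeq2 -7.91); MCM5 -6.98 against the paper's -5.90 (DESeq2 -6.32); MCM7 -5.91 against the paper's -4.87 (DESeq2 -5.28); MDM2 -4.99 against the paper's -3.96 (DESeq2 -4.36); PIK3CA -8.19 against the paper's -7.19 (DESeq2 -7.60); RB1 -6.93 against the paper's -5.91 (DESeq2 -6.31); RELA 3.90 against the paper's 4.94 (DESeq2 4.54); RELB 2.89 against the paper's 3.98 (DESeq2 3.58); SMAD3 -6.67 against the paper's -5.64 (DESeq2 -6.04).

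Among log2 fold changes of the six-week timepoint, 11 of 11 differed, all with the paper's sign and by a median of -1.22 (DESeq2 -0.30). These differences run only from -1.24 to -1.13 (DESeq2 -0.317 to -0.286), so that the genes share nearly 1 shift and are not 11 separate differences; its cause was not tested. Within the error by DESeq2 were BRAF 2.96 against the paper's 4.18 (DESeq2 3.88); CDKN1A 4.83 against the paper's 6.04 (DESeq2 5.75); FOXO1 3.81 against the paper's 5.03 (DESeq2 4.73); NFKBIA -8.98 against the paper's -7.85 (DESeq2 -8.14); PIK3CA -7.47 against the paper's -6.23 (DESeq2 -6.54); RELA 3.82 against the paper's 5.06 (DESeq2 4.74). Outside it by DESeq2 too were CTCF -5.90 against the paper's -4.69 (DESeq2 -5.00); HIF1A -5.28 against the paper's -4.06 (DESeq2 -4.35); MAP2K2 4.06 against the paper's 5.30 (DESeq2 4.98); MDM2 -4.94 against the paper's -3.71 (DESeq2 -4.01); SMAD4 -6.87 against the paper's -5.70 (DESeq2 -6.00).

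Over time in Cluster Group 2, 11 of 24 differed, by a median over the 24 of -0.26 (DESeq2 -0.0363), and DESeq2 came within the error for all of them: AKT2 -0.59 against the paper's -0.33 (DESeq2 -0.36); CDK4 -0.83 against the paper's -0.57 (DESeq2 -0.61); CDKN1A 0.43 against the paper's 0.70 (DESeq2 0.66); CTCF -0.52 against the paper's -0.26 (DESeq2 -0.30); IKBKB -0.0241 against the paper's 0.24 (DESeq2 0.20); MCM2 -1.10 against the paper's -0.84 (DESeq2 -0.88); MCM5 -1.07 against the paper's -0.81 (DESeq2 -0.84); MCM7 -0.79 against the paper's -0.53 (DESeq2 -0.56); MSH6 -0.86 against the paper's -0.60 (DESeq2 -0.64); PIK3CA -0.65 against the paper's -0.39 (DESeq2 -0.43); TGFBR2 0.31 against the paper's 0.57 (DESeq2 0.53). IKBKB is the gene among them whose sign by edgeR is not the paper's.

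The paper places NFKB2, CDK4 and CDK2 among the genes higher in the cluster group with shorter PFS. At the initial timepoint none of them passed by edgeR, and CDK2 had a negative log2 fold change (-0.51; 0.35 at the six-week timepoint, where CDK4 passed with 1.13, adjusted p = 0.0355). By DESeq2 NFKB2 and CDK4 passed at the initial timepoint and CDK2 at the six-week timepoint (1.33, adjusted p = 0.00993). The paper lists APC as not differing between the groups, and it passed by edgeR at the initial timepoint, lower in the cluster group with shorter PFS (-0.71, adjusted p = 0.00569), and not by DESeq2 (0.868). The paper calls ABCB1 and ABCG2 higher and BRCA2, MSH6, MCM2, MCM5 and MCM7 lower over time in the cluster group with longer PFS; edgeR gave the same directions without passing its threshold (adjusted p = 0.0971 for all but ABCG2, 0.154), and DESeq2 called all 7. The paper describes the groups as 2 distinct clusters, which the counts show, while t-SNE of the FPKM values and of the re-ordered counts placed 9 of 15 dogs as in the paper at either timepoint. With the 2 clusters named in the better way a majority of dogs always matches, so that 9 of 15 is not a sign of agreement.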

Other observations

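The re-ordered counts, the other groupings of libraries and the comparison of changes across genes were chosen after the results were seen. The single genes ITGB3, CX3CR1, VWF and HLF rose in Cluster Group 2 by DESeq2 beside the immune genes described above. The platelet integrin ITGB3 went from 4.88 ± 5.13 to 9.21 ± 11.2 CPM (SD, n = 9 dogs) and the fractalkine receptor CX3CR1, of patrolling monocytes and cytotoxic cells, from 2.34 ± 1.94 to 4.39 ± 3.26 CPM; both were higher in 9 of 9 dogs (log2 fold change 1.11 and 1.24, adjusted p = 7.47e-04 and 0.00291 from DESeq2, 0.0971 from edgeR for both). VWF, stored in endothelium and platelets, went from 5.97 ± 4.66 to 15.6 ± 13.6 CPM and was higher in 7 of 9 dogs (adjusted p = 0.0151 from DESeq2, 0.124 from edgeR), and HLF, a transcription factor of blood stem cells, from 2.60 ± 1.505 to 6.04 ± 5.31 CPM, higher in 8 of 9 (adjusted p = 2.35e-04 from DESeq2, 0.0971 from edgeR). The erythroid and platelet score rose by 0.43 ± 0.53 (SD, n = 9) in FPKM and was higher in 8 of 9 dogs (exact permutation p = 0.0117, adjusted p = 0.0430 over 11 lists), against 0.0519 ± 0.35 in Cluster Group 1 (higher in 5 of 6); over the 3 members that the tables of other comparisons name it rose by 0.28 ± 0.41 in Cluster Group 2, higher in 7 of 9, and did not pass (adjusted p = 0.0752), and neither did the difference between the groups over all members (adjusted p = 0.279).

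By DESeq2, 4 of 13 stromal and endothelial genes rose over time in Cluster Group 2 and all 13 had positive log2 fold changes, 2 of 6 chemokine and receptor genes rose (0 of 2 among members that the tables of other comparisons name), 2 of 3 erythroid and platelet genes, 1 of 6 plasma cell genes and 1 of 8 immediate early genes, where 1 fell. Among members that the tables of other comparisons name, 2 of 8 stromal and endothelial, 0 of 2 plasma cell and 0 of 3 immediate early genes rose. Of 6 interferon response genes none rose or fell, and of 14 proteasome genes 1 and of 33 ubiquitously expressed genes 11 fell. By edgeR none of these passed over all genes. Between the cluster groups at the initial timepoint, edgeR found 20 of 27 oxidative phosphorylation genes lower and 3 higher in the counts of Cluster Group 1, and 4 of 6 plasma cell genes lower, with none of either past limma's threshold in FPKM. Over all 15 dogs, DESeq2 found 161 genes up-regulated and 207 down-regulated at the six-week timepoint in the counts as deposited, and 540 and 395 after re-ordering. By edgeR 0 passed in each (2786 and 3453 at an unadjusted p under 0.05). The numbers as deposited join changes of different genes, since most counts of Cluster Group 1 there belong to other genes.

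Other groupings of libraries, or flips of the timepoints within dogs, were tested for the remaining results. For the 250 genes that changed differently between the groups by edgeR in the counts as deposited they cannot decide on chance, since any mixed grouping joins counts under gene IDs that do not match (1 of 50 groupings gave as many, highest other 2). Chance is not excluded for the re-ordered counts: 49 and 45 genes by DESeq2 at the initial and six-week timepoints, with 22 of 80 (highest other 1101) and 15 of 80 (1078). Why single groupings gave many times the real count was not tested. Where edgeR found 0 genes, every grouping or flip gives as many, which says nothing about chance: 50 of 50 for the difference in change and 100 of 100 between the groups at the six-week timepoint after re-ordering (highest other 0 and 1), 32 of 32 over time in Cluster Group 1 (5; 32 of 32 and 1 after re-ordering), 100 of 100 in Cluster Group 2 (1) and 50 of 50 over all dogs (0; 50 of 50 and 1 after re-ordering). At an unadjusted p under 0.05, the real numbers by edgeR with TMM exceeded all other flips in Cluster Group 2 (3700, highest other 3377) and over all dogs (2786 and 2479; 3453 and 3411 after re-ordering), and did not in Cluster Group 1 (1504 and 2060; 731 and 1313 after re-ordering), nor after re-ordering between the groups at the six-week timepoint (912 and 3726) or for the difference in change (1373 and 2657); with DESeq2's size factors and by library size the 3700 were 1947 and 1820 and the 2786 were 1861 and 1859, and no flips were run for these.

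Changes over time were compared between the 2 groups across genes. In the counts as deposited their Spearman correlation was -0.162, which 2 of 32 sign flips of the dogs of Cluster Group 1 equalled or passed in size. Most counts of Cluster Group 1 there belong to other genes, so that this value mostly pairs different genes. In FPKM values the correlation was -0.00483, with 32 of 32.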
